# Identification of a novel BET bromodomain inhibitor-sensitive, gene regulatory circuit that controls Rituximab response and tumour growth in aggressive lymphoid cancers

**DOI:** 10.1002/emmm.201202034

**Published:** 2013-07-04

**Authors:** Anouk Emadali, Sophie Rousseaux, Juliana Bruder-Costa, Claire Rome, Samuel Duley, Sieme Hamaidia, Patricia Betton, Alexandra Debernardi, Dominique Leroux, Benoit Bernay, Sylvie Kieffer-Jaquinod, Florence Combes, Elena Ferri, Charles E McKenna, Carlo Petosa, Christophe Bruley, Jérôme Garin, Myriam Ferro, Rémy Gressin, Mary B Callanan, Saadi Khochbin

**Keywords:** cancer-testis factor, CCDC86, CD40, double-hit B-cell non-Hodgkin's lymphoma, R-CHOP

## Abstract

Immuno-chemotherapy elicit high response rates in B-cell non-Hodgkin lymphoma but heterogeneity in response duration is observed, with some patients achieving cure and others showing refractory disease or relapse. Using a transcriptome-powered targeted proteomics screen, we discovered a gene regulatory circuit involving the nuclear factor CYCLON which characterizes aggressive disease and resistance to the anti-CD20 monoclonal antibody, Rituximab, in high-risk B-cell lymphoma. CYCLON knockdown was found to inhibit the aggressivity of MYC-overexpressing tumours in mice and to modulate gene expression programs of biological relevance to lymphoma. Furthermore, CYCLON knockdown increased the sensitivity of human lymphoma B cells to Rituximab *in vitro* and *in vivo*. Strikingly, this effect could be mimicked by *in vitro* treatment of lymphoma B cells with a small molecule inhibitor for BET bromodomain proteins (JQ1). In summary, this work has identified CYCLON as a new MYC cooperating factor that autonomously drives aggressive tumour growth and Rituximab resistance in lymphoma. This resistance mechanism is amenable to next-generation epigenetic therapy by BET bromodomain inhibition, thereby providing a new combination therapy rationale for high-risk lymphoma.

The nuclear factor CYCLON is a new MYC cooperating factor that drives tumor growth and Rituximab resistance in lymphoma. This resistance mechanism can be targeted by next-generation epigenetic therapy by BET bromodomain inhibition downstream of MYC.

## INTRODUCTION

B-cell non-Hodgkin lymphoma (B-NHL) is a clinically heterogeneous disease that is currently classified into multiple disease subtypes defined by discrete clinical, morphological, immunological and genetic features (Swerdlow et al, 2008). Molecular profiling studies in diffuse large B-cell lymphoma (DLBCL), the most common form of B-NHL, have revealed the existence of three molecular subtypes, the germinal centre B-cell-like (GCB-DLBCL), the activated B-cell-like (ABC-DLBCL) and primary mediastinal large B-cell lymphoma (Alizadeh et al, 2000; Pasqualucci, 2013). ABC-DLBCL consistently shows inferior survival compared to the GCB-DLBCL particularly under the current, standard-of-care, immuno-chemotherapy regimen, R-CHOP [Rituximab, Cyclophosphamide, Doxorubicin Hydrochloride, Vincristine Sulphate (Oncovin), Prednisone] (Lenz et al, 2008). However, treatment failure is also observed in GCB-DLBCL (20% within the first 2 years, based on progression free survival) (Lenz et al, 2008). Although MYC gene alterations are implicated in this setting and are associated with poor outcome (Barrans et al, 2010; Cuccuini et al, 2012; Johnson et al, 2009; Savage et al, 2009; Visco et al, 2013), the specific effectors of MYC dependency in DLBCL are not well characterized (Aukema et al, 2011). Aggressive lymphoma with features intermediate between DLBCL and Burkitt lymphoma (BL) are also described (Swerdlow et al, 2008). In a significant subset of cases, these are characterized by concurrent *MYC* and *BCL2* or *BCL6* gene translocations (Aukema et al, 2011; Lindsley & LaCasce, 2012). Lymphoma presenting this cytogenetic profile are commonly referred to as ‘double hit’ lymphoma. Despite their poor prognosis, evidence-based, risk-adapted treatment strategies and clinical, pathologic and genetic factors that predict response to therapy are lacking in these cases (Aukema et al, 2011; Lindsley & LaCasce, 2012).

We have postulated that a universal consequence of genetic and epigenetic perturbations in cancer cells, including lymphoma, is the illegitimate activation of cell type or differentiation stage-specific genes and proteins (Rousseaux & Khochbin, 2009; Wang et al, 2011), a process that we refer to as ‘off-context’ gene activation. We further propose that this ‘off-context’ gene expression provokes a cancer cell ‘identity crisis’ that permits evasion from normal cellular controls, ultimately leading to disease progression and treatment resistance (Rousseaux & Khochbin, 2009; Wang et al, 2011). This concept is best exemplified by the case of aberrant expression of testis specific/germ cell factors in somatic cancer cells (Rousseaux et al, 2013). Important in this respect is the fact that a significant proportion of testis specific genes encode potent epigenetic writers or readers that control reprogramming of the meiotic and post-meiotic haploid genome from a ‘somatic type’ organization to a gamete specific organization, involving almost genome wide replacement of histones and successive assembly of transition proteins and protamines (Rousseaux & Khochbin, 2009). Aberrant expression of testis specific factors, including epigenetic regulators, is increasingly described in diverse cancer types (Wang et al, 2011). This appears to drive abnormal epigenome reprogramming leading to malignant transformation and the emergence of cancer cell clones. As an example, expression of the male germ cell factor, DNMT3L, a catalytically inactive member of DNA methyl transferases, has been described in a variety of cancers. Through its ability to increase the activity of the *de novo* methyl transferases, it could contribute to CpG island methylation and pathological gene silencing (Gokul et al, 2009). Likewise, expression of NUT (nuclear protein in testis), encoded by a testis specific gene, is abnormally activated through fusion with the ubiquitously expressed BET bromodomain protein-encoding gene, *BRD4*, in an aggressive subset of carcinoma known as NUT-Midline Carcinoma (French, 2012). The resultant BRD4-NUT fusion gene encodes a fusion protein that behaves as a histone superacetylator, resulting in chromatin hyperacetylation that completely alters the epigenetic landscape of the affected cells (Reynoird et al, 2010). Finally, gene expression profiling in malignant brain tumours derived by inactivation of the *l(3)mbt* tumour suppressor in Drosophila, has revealed predominant expression of germline specific transcripts some of which were found to be essential for tumour growth (Janic et al, 2010).

In this setting, we have devised a novel, transcriptome-driven, proteomics approach to identify candidate, ‘off-context’ factors likely to be involved in tumour progression and immuno-chemotherapy resistance in lymphoma (Fig 1A). Specifically, we geared our screening procedures to identify abnormally expressed, positively-charged, nuclear factors as these were likely to bind nucleic acids and to directly or indirectly engage aberrant and potentially druggable gene regulatory pathways in lymphoma. By using this strategy, we have discovered a novel Rituximab resistance mechanism that depends on MYC-driven overexpression of the nuclear, male germ cell factor, CYCLON. Remarkably, this resistance can be relieved by treatment with small molecule inhibitors of BET bromodomain-dependent chromatin signalling. Furthermore, CYCLON was identified to be an autonomous tumour growth driver that cooperates with MYC to drive aggressive lymphoma growth *in vivo* thus further rationalizing the value of therapeutically targeting this factor in lymphoid malignancies.

**Figure 1:**
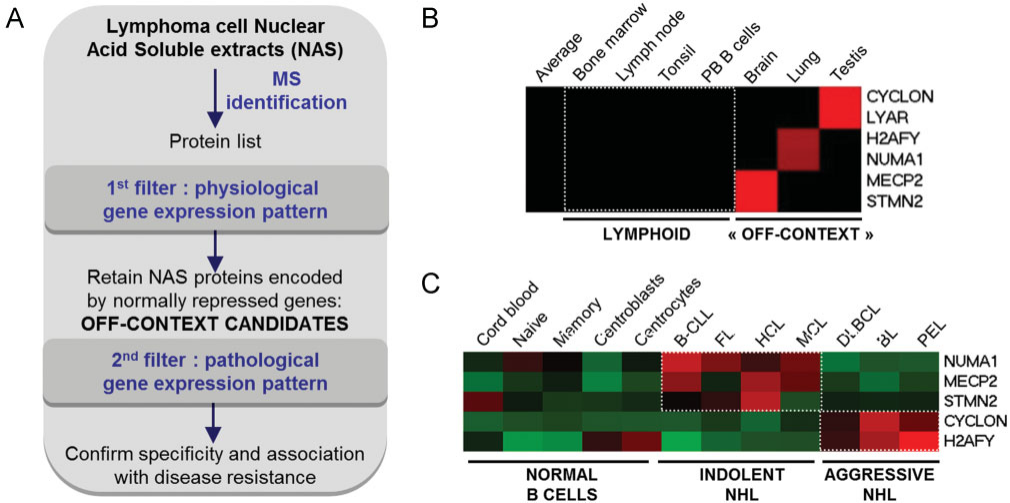
**Proteomics-based discovery strategy for identification of abnormally expressed nuclear factors in lymphoma**Schematic representation of the overall experimental strategy, as indicated. NAS: nuclear acid-soluble, MS: mass spectrometry.Heat-map representation of the gene expression levels for 6 candidate ‘off-context’ genes in normal lymphoid and non-lymphoid tissues; PB: peripheral blood [data from BioGPS (Su et al, 2004)].Heat-map representation of gene expression profiles for 5 ‘off-context’ genes, as indicated; NHL: non-Hodgkin lymphoma, B-CLL: B-cell chronic lymphocytic leukemia, FL: follicular lymphoma, HCL: hairy cell leukemia, MCL: mantle cell lymphoma, BL: Burkitt lymphoma, DLBCL: diffuse large B-cell lymphoma, PEL: primary effusion lymphoma [data from GEO GSE2350 (Basso et al, 2005)].

## RESULTS

### Proteomics-based identification of nuclear factors that show unscheduled activation in lymphoma

To identify candidate nuclear factors associated with aggressive disease and treatment resistance in lymphoma, we first derived an inventory of positively charged nuclear proteins in the DLBCL line, B593. This lymphoma cell line was chosen as it harbours both *BCL2* and *MYC* gene translocations (Le Baccon et al, 2001) and therefore represents a good model system for the investigation of disease mechanisms in aggressive ‘double hit’ DLBCL. The inventory of positively charged nuclear proteins, in B593 DLBCL cells, was achieved by extracting the acid soluble fraction (Supporting Information Fig S1A) of nuclear proteins (NAS fraction) followed by mass spectrometry (MS) sequencing of the isolated proteins (Fig 1A and Supporting Information Fig S1A, B). Due to enrichment of the acid-soluble proteome in nucleic acid binding factors, we reasoned that we should also find, within this particular proteome, deregulated factors capable of impacting gene/protein expression and contributing to malignant transformation. Indeed, our previous work on acid soluble fractions from male germ cells (Govin et al, 2006) had shown that this fraction is highly enriched in nucleic acid-binding factors, since the majority of identified proteins were known or potential DNA and RNA binding factors. This also showed that charge interaction between positively charged proteins and negatively charged nucleic acids is a prevalent determinant of protein–nucleic acid interactions in nature. In keeping with this, MS sequencing of the NAS protein fraction in our model DLBCL cell line, identified a total of 236 proteins of which a majority represented nuclear DNA/RNA binding proteins (Supporting Information Fig S1B and Table S1). The next step was to identify those factors that showed clear evidence of ‘off-context’ expression in the reference DLBCL lymphoma cell line. For this, normal tissue and cell type specific gene expression data were retrieved from the BioGPS database (which contains expression data for 79 normal tissues/cell types) for each of the 236 NAS proteins (Supporting Information Fig S1C). ‘Off-context’ factors were defined by a level of expression in at least one non-lymphoid normal tissue that was greater than 10-fold the median expression value across all of 79 normal tissues/cell types. By using this stringent cut-off, 6 factors expressed predominantly in brain (*MECP2*, *STMN2*), lung (*H2AFY*, *NUMA1*), and testis (*CYCLON*, *LYAR*), were identified as showing abnormally high expression in the index DLBCL cell line (Table 1 and Fig 1B). It is noteworthy, that for two of these factors (CYCLON and H2AFY) spectral counts in the NAS proteome of the reference DLBCL cell line were close to those observed for core histones (Supporting Information Fig S1D), reflecting their remarkably high abundance in the B593 NAS fraction. Subsequently, interrogation of publically available data sets (Basso et al, 2005) for 5 of these 6 genes (probes were unavailable for *LYAR*) confirmed low or absent expression in normal B-cell subsets and high expression in either indolent (*NUMA1*, *MECP2*, *STMN2*) or aggressive lymphoid malignancies (*H2AFY*, *CYCLON*), including BL, DLBCL and primary effusion lymphoma (PEL), respectively (Fig 1C). Taken together, these findings validate the clinical relevance of our biomarker discovery approach and identify candidate nuclear factors of potential relevance to the pathogenesis of lymphoid malignancies.

**Table:** ‘Off-context’ candidates identified in the nuclear acid soluble fraction from the DLBCL line, B593

Gene name	Protein description	Cellular component	Biological process	Predominant normal tissue expression	Spectral counts	Position in B596 NAS fraction (sorted by spectral counts)
CCDC86	Cytokine-induced protein with coiled-coil domain	Nucleus	Unknown	Testis	106	22/236
H2AFY	Core histone macro-H2A.1	Nucleus	Chromatine Structure	Lung	42	44/236
MECP2	Methyl-CpG-binding protein 2	Nucleus	Chromatine Structure	Brain	16	85/236
NUMA1	Nuclear mitotic apparatus protein 1	Nucleus	Cell cycle	Lung	14	90/236
LYAR	Cell growth-regulating nucleolar protein	Nucleus	Cell cycle	Testis	10	106/236
STMN2	Stathmin-2	Cytoskeleton	Microtubule polymerization	Brain	1	219/236

### *CYCLON* overexpression is linked to adverse clinical outcome in immunochemotherapy-treated DLBCL

CYCLON is a novel, cytokine-inducible, nuclear phosphoprotein (Hoshino & Fujii, 2007) that bears a coiled coil domain, also shared with many transcription factors, whereas *H2AFY* encodes a histone variant that has been shown to influence prognosis in malignant melanoma and lung cancer (Kapoor et al, 2010; Sporn et al, 2009). Given their potential role in driving aberrant gene expression in cancer, *H2AFY* and *CYCLON* were selected for further analysis of their clinical relevance in lymphoma. Using publically available, clinically annotated transcriptomic data in DLBCL, we tested the association between overexpression of *H2AFY* and *CYCLON* and survival (Lenz et al, 2008). We identified high-level expression of *CYCLON* mRNA, but not of *H2AFY*, to be significantly correlated to poor survival in DLBCL (Fig 2A and Supporting Information Fig S2A). Significantly, high level CYCLON expression was associated with inferior outcome in R-CHOP but not CHOP-treated DLBCL patients (Fig 2B and Supporting Information Fig S2B). Further survival analysis, according to DLBCL molecular subtype, showed a marked tendency towards poor survival in R-CHOP-treated DLBCL of the GCB but not the ABC subtype (Fig 2C). High CYCLON expression was not associated to poor survival in CHOP-treated patients of either molecular subtype (Supporting Information Fig S2C). Taken together this indicated that *CYCLON* could be a novel Rituximab response factor, at least in DLBCL of the GCB subtype. RT-qPCR analysis in a panel of normal tissues and lymphoma lines subsequently revealed high *CYCLON* expression in testis and in DLBCL and BL, as expected from our initial analysis, and low expression elsewhere including normal lymph node and peripheral blood B cells (Fig 2D). This was confirmed by gene expression analysis in additional publically available transcriptomic data sets (Basso et al, 2005) (Fig 2E), which further revealed high *CYCLON* expression in both the GCB and ABC subtypes of DLBCL (Lenz et al, 2008) (Fig 2F). Protein abundance and mRNA levels in B-cell lymphoma lines showed good correlation, indicating that *CYCLON* mRNA expression reflects protein expression (Fig 2D, upper panel).

**Figure 2:**
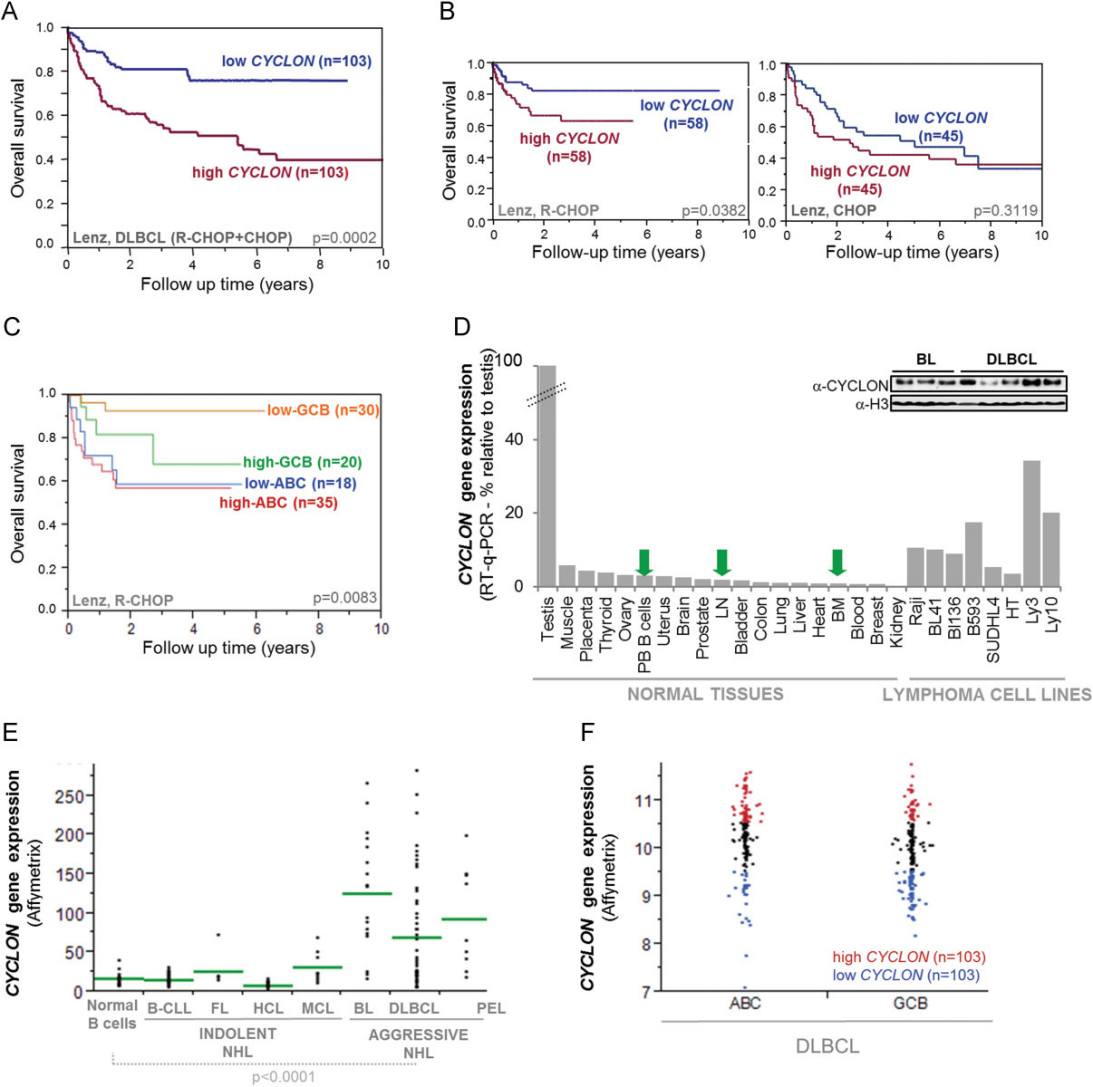
***CYCLON* overexpression is a feature of aggressive NHL and correlates to adverse clinical outcome in DLBCL**Kaplan–Meier cumulative survival curves in DLBCL patients from GEO GSE10846 (Lenz et al, 2008) according to CYCLON expression level (high: above 3rd quartile and low: below 1st quartile, respectively), p values from log-rank test.Survival curves according to CYCLON expression levels in DLBCL patients treated by Rituximab-CHOP (left panel, R-CHOP) or CHOP alone (right panel), *p*-values from log-rank test.Survival curves according to CYCLON expression levels in ABC or GCB DLBCL patients treated by Rituximab-CHOP, *p*-values from log-rank test.RT-qPCR and western blot (upper panel) analysis of *CYCLON* expression in normal lymphoid and non-lymphoid tissues, and in lymphoma lines, as indicated: PB B: peripheral blood B cells, LN: lymph node, BM: bone marrow, *n* = 3.Affymetrix-derived *CYCLON* gene expression values for individual patients from GEO GSE2350 (Basso et al, 2005), *p*-value from Wilcoxon test (E) and GEO GSE10846 (Lenz et al, 2008) (F).

### CYCLON is a MYC target that constrains MYC-dependent tumour growth *in vivo*

High CYCLON expression was observed in BL, an MYC-dependent lymphoma (Mertz et al, 2011), and in aggressive DLBCL (of both the GCB and ABC subtypes), but not in other lymphoid malignancies. We thus considered whether CYCLON expression might be dependent on MYC. In keeping with this, MYC knockdown in Raji BL cells resulted in down-regulation of CYCLON at both the mRNA and protein levels (Fig 3A). This was in agreement with results in a gene expression data set from a MYC-inducible B-cell line (Schlosser et al, 2005), where MYC activation led to marked up-regulation of the *CYCLON* gene (Fig 3B). In addition, high *CYCLON* expression was significantly associated with high *MYC* expression in DLBCL of both the GCB and ABC subtypes, suggestive of co-selection of these two events in the pathogenesis of DLBCL (Fig 3C) (Lenz, *p* < 0.0001, Hummel, *p* = 0.0003). Taken together, these data raised the possibility that CYCLON is a key downstream effector of oncogenic MYC signalling in lymphoma. In support of this, SCID mice engrafted with CYCLON-knockdown (transduced by shCYCLON) Raji BL cells (Supporting Information Fig S3A) showed significantly reduced tumour size and increased survival (Fig 3D, E), compared to mice engrafted with control Raji cells (transduced by non-targeting shRNA). CYCLON knockdown did not alter MYC levels in Raji or other lymphoma lines tested (Supporting Information Fig S3). This indicates that CYCLON overexpression is an autonomous tumour growth driver that cooperates with MYC to drive lymphoma progression.

**Figure 3:**
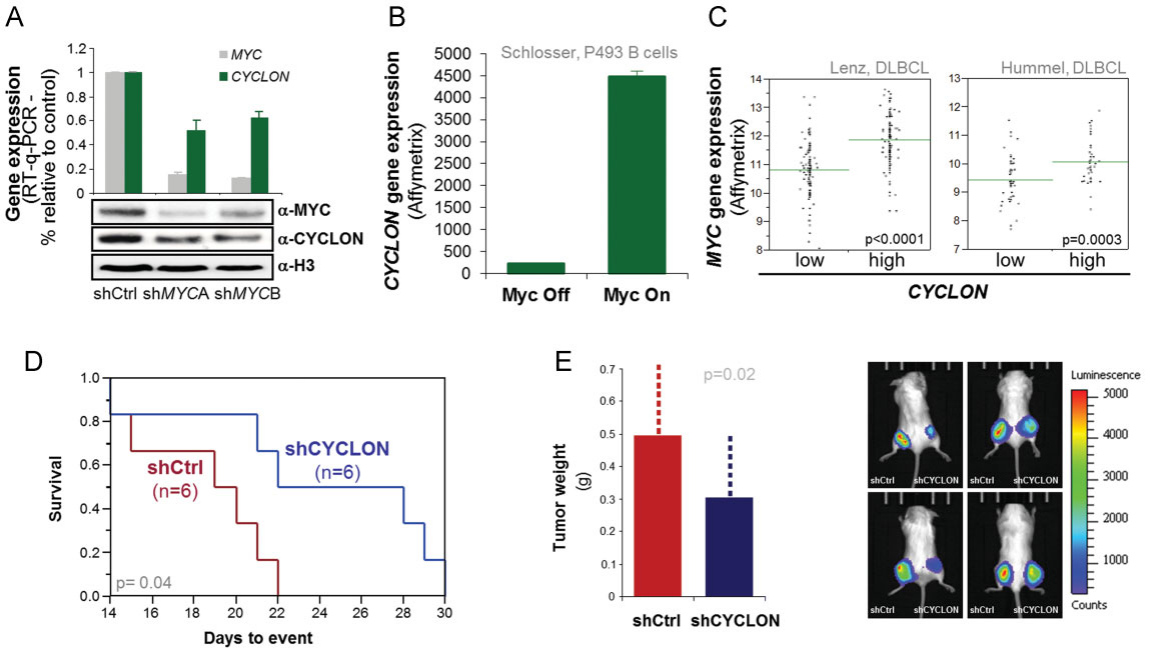
**CYCLON is a MYC target involved in lymphoma progression *in vivo***Analysis by RT-qPCR and western blot (upper and lower panels, respectively) of CYCLON expression in control and MYC-knockdown Raji lymphoma B cells, *n* = 3.*CYCLON* gene expression values in the MYC-inducible cell line, P493 (Schlosser et al, 2005).Affymetrix-derived *MYC* gene expression values for DLBCL in GEO GSE10846 (Lenz et al, 2008) and GEO GSE4475 (Hummel et al, 2006); high *CYCLON* expression: above 3rd quartile; low *CYCLON* expression: below 1st quartile, *p*-values from Student t test.Kaplan–Meier cumulative survival curves for xenotransplanted mice bearing tumours derived from Raji shCtrl and Raji shCYCLON cell lines, *p*-value from log-rank test.Tumour weight (28 days post-injection) for xenotransplanted mice bearing tumours derived from Raji shCtrl and Raji shCYCLON cell lines, *n* = 11 for each group, *p*-value from Wilcoxon test (left) and bioluminescence imaging for 4 representative mice (right).

### CYCLON is a novel transcriptional regulator that controls gene expression programs of biological relevance to lymphoma pathogenesis

To gain insight into the possible function of CYCLON in the pathogenesis and treatment resistance of B-cell malignancies, we performed gene expression profiling in CYCLON-knockdown or control Raji BL cells. This analysis revealed a total of 1204 differentially expressed genes (unpaired *t*-test with Benjamini–Hochberg correction; corrected p value <0.05 and fold change ≥1.2), including 842 up-regulated and 362 down-regulated genes, in the knockdown compared to the control cells (Supporting Information Fig S4 and Table S2), indicating that CYCLON has both activating and repressive effects but predominantly functions in gene repression. 

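CYCLON is a nuclear phosphoprotein with a coiled-coil domain, and it is encoded by CCDC86. Raji is a cell line derived from a Burkitt lymphoma (BL), in which a translocation drives MYC. Short hairpin RNA against CCDC86 (shCYCLON), delivered with a lentiviral vector, leads to the breakdown of CCDC86 messenger RNA. A non-targeting hairpin (shCtrl) shows what the vector alone does. Messenger RNA of Raji BL cells was measured on 12 HG U133 Plus 2.0 arrays, 4 of shCYCLON cells, 4 of shCtrl cells and 4 of non-transduced cells. The array reads each gene with 1 or several probe sets, which are groups of short probes placed mostly near the 3' end of a transcript. The authors normalized the signals with RMA, and the values lay between 2.27 and 14.80 on the log2 scale. The groups were compared with limma over 54613 probe sets. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 with a fold change of at least 1.2 in either direction. A gene was counted through its brightest probe set and, separately, through any of its probe sets. Values given for a gene are those of its brightest probe set unless another is named. CCDC86, read by 1 probe set, had a mean log2 signal of 9.22 ± 0.04 (SD, n = 4) in shCtrl cells and of 8.58 ± 0.12 (SD, n = 4) in shCYCLON cells. CCDC86 thus fell by 0.63 on the log2 scale (standard error 0.07, adjusted p = 0.0203 from limma). All 4 shCYCLON arrays were below all 4 shCtrl arrays for CCDC86 (exact two-sided permutation test, p = 0.0286, the smallest that 4 arrays against 4 allow). In non-transduced cells CCDC86 was at 9.06 ± 0.14 (SD, n = 4), and the difference of shCYCLON from these cells, -0.48, did not pass the threshold (adjusted p = 0.123). The adjusted p of CCDC86 against shCtrl was above 0.05 when any 1 array was left out, except shCtrl replicate 1 or shCYCLON replicate 4, with changes of -0.68 to -0.59. CCDC86 did not pass either with the methods' t-test and correction (adjusted p = 0.120), with unequal variances (adjusted p = 0.356) or with the 3' minus 5' difference of the ACTB control as a covariate, chosen after seeing the data, (-0.60, adjusted p = 0.838). The labels do not state whether the replicates are separate cultures or carry 1 hairpin, so the p-values measure only the spread between these samples, which can be technical.

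**Figure D1:**
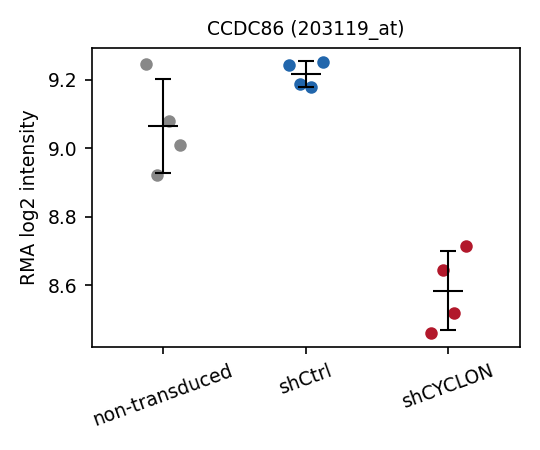
RMA log2 intensity of CCDC86 (its only probe set, y axis) in non-transduced, shCtrl and shCYCLON Raji BL cells (x axis), with a point per array and bars for mean ± SD. The shCYCLON arrays lie between 8.46 and 8.71, below every array of the other groups.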

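The depletion of a factor that represses transcription leaves its target genes more active, and the depletion of an activator leaves them less active. LSM14B encodes an RNA-binding protein of messenger ribonucleoprotein particles. MED18 encodes a subunit of Mediator, the complex that links transcription factors to RNA polymerase II. SYNE2 encodes a protein of the nuclear envelope, and MALAT1 is a long non-coding RNA that stays in the nucleus. Counted through their brightest probe set, 2 genes were up-regulated and 1 was down-regulated in shCYCLON compared to shCtrl cells with limma. Counted through any probe set, 33 genes were up-regulated and 1 was down-regulated, through 37 probe sets that were higher and 2 that were lower. Leaving out shCtrl replicate 1 gave 34 higher probe sets, and leaving out any other single array of the 8 gave 4 to 10, with 4 to 9 up-regulated genes. At an unadjusted p under 0.05, without a fold minimum, limma gave 3009 higher and 2884 lower probe sets, and by the brightest probe set 780 higher and 1194 lower genes. With the methods' t-test these were 2737 higher and 3144 lower probe sets, so that without the fold minimum the larger side turned. The methods' t-test with Benjamini-Hochberg correction called 1 probe set higher and 0 lower, and at an uncorrected p with the same fold minimum it gave 979 higher and 450 lower. LSM14B rose from 5.65 ± 0.06 to 6.45 ± 0.13 (SD, n = 4), a log2 change of 0.80 (standard error 0.08, adjusted p = 0.00887 from limma). LSM14B was at 6.17 ± 0.18 in non-transduced cells, 0.28 below shCYCLON cells (adjusted p = 0.448). The probe set annotated to MIR3916, which need not read the microRNA itself, was the other one up-regulated among the brightest, with a log2 change of 0.62 (standard error 0.08, adjusted p = 0.0307). The calls of MIR3916 and LSM14B ended without 7 and without 2 of the 8 arrays, respectively, each left out in turn, and CCDC86 was the down-regulated gene. The following probe sets are named after their values were seen. On the dimmer of its 2 probe sets, MED18 rose from 4.78 ± 0.22 to 6.50 ± 0.20 (SD, n = 4), by 1.72 on the log2 scale (adjusted p = 0.00349), while its brighter one had a change of 0.28 (adjusted p = 0.321). The shCtrl level of this dimmer probe set of MED18 lay below the median signal of every array, so the size of its change is uncertain. SYNE2 rose on 1 of its 5 probe sets by 1.32 (adjusted p = 0.00349), and the brightest probe set of SYNE2 had a change of 0.01. MALAT1 rose on 1 of its 12 probe sets by 1.37 (adjusted p = 0.0271), and the brightest probe set of MALAT1 had a change of 0.39 that did not pass the threshold. MED18 and SYNE2 passed the thresholds without each array in turn, and MALAT1 only without shCtrl replicate 1. Over all genes of the higher probe sets, the brightest probe sets had a mean log2 change of 0.04, and the called ones of 0.79. From the larger number of up-regulated than down-regulated genes in the knockdown, the paper concludes that CYCLON both activates and represses genes and acts mostly in repression.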

We then performed unbiased gene set enrichment analysis (GSEA) to identify gene signatures (*i.e*. pre-defined lists of genes that are associated to a specific biological function) regulated by CYCLON. This analysis revealed significant down-regulation by CYCLON knockdown of a proliferation gene expression signature that includes cancer testis antigens (e.g. *MAGEA1*, *MAGEA3*, *MAGEA6*, *GAGE1*), and that characterizes an aggressive subtype of multiple myeloma (Zhan et al, 2006) (Fig 4A and Supporting Information Table S3). 

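Cyclin B1, encoded by CCNB1, drives the entry into mitosis, and like other mitotic genes CCNB1 is expressed mainly in cells about to divide. The level of such genes in a cell population therefore follows the share of cells that divide. Cancer testis antigens such as MAGEA1, MAGEA6 and GAGE1 are normally limited to germ cells and appear in some tumours. The signature of the study is not used here, and 45 textbook genes of mitosis and proliferation, CCNB1 among them, stand in for it. All 45 mitosis genes had a lower mean in shCYCLON than in shCtrl cells. The mean log2 signal of the mitosis list was 9.77 ± 0.14 (SD, n = 4) in shCtrl cells and 9.58 ± 0.05 (SD, n = 4) in shCYCLON cells, a mean change of -0.19 (exact permutation test, p = 0.0286). With limma 0 of the mitosis genes passed the thresholds over all probe sets, as with the methods' t-test and Benjamini-Hochberg correction, 9 were lower when adjusted over the list alone, and 22 were lower at an unadjusted p under 0.05. Camera, with a preset correlation between genes of 0.01, gave an adjusted p of 5.1e-14 for the mitosis list over the 21 lists tested. With the correlation estimated from these arrays, 0.652, the p of the mitosis list was 0.131. That estimate did not use the replicate number, so differences shared by arrays of 1 number stay in it. Against non-transduced cells the mean change of the mitosis list was -0.13, and -0.039 without the replicate 1 arrays. With the 3' minus 5' difference of the ACTB control as a covariate, chosen after seeing the data, the change of the mitosis list against shCtrl was -0.026 (standard error 0.10, and 0.07 without it). This covariate correlates with the group (-0.807), so the fit cannot tell it apart from an effect of the knockdown. CCNB1 was at 10.06 ± 0.20 (SD, n = 4) in shCtrl cells and at 9.65 ± 0.09 (SD, n = 4) in shCYCLON cells. The difference in CCNB1 of -0.41 (standard error 0.10) did not pass the threshold over all probe sets (adjusted p = 0.216). Of 38 textbook cancer testis antigens, 21 had a probe set of their own, with 9 higher and 12 lower in shCYCLON cells and a mean change of -0.04 (camera adjusted p = 0.659). Among the cancer testis antigens 0 passed the thresholds with limma or with the methods' t-test, 0 when adjusted over the list alone, and 1 was lower at an unadjusted p under 0.05. MAGEA1 was at 3.64 ± 0.17 in shCtrl and 3.52 ± 0.02 in shCYCLON cells (adjusted p = 0.632), and MAGEA6 at 3.40 ± 0.15 and 3.27 ± 0.06 (adjusted p = 0.591). GAGE1 was at 3.28 ± 0.19 and 3.39 ± 0.08 (adjusted p = 0.707). MAGEA1, MAGEA6 and GAGE1 thus lay below the median signal of every array, of which the lowest was 4.82.

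**Figure D2:**
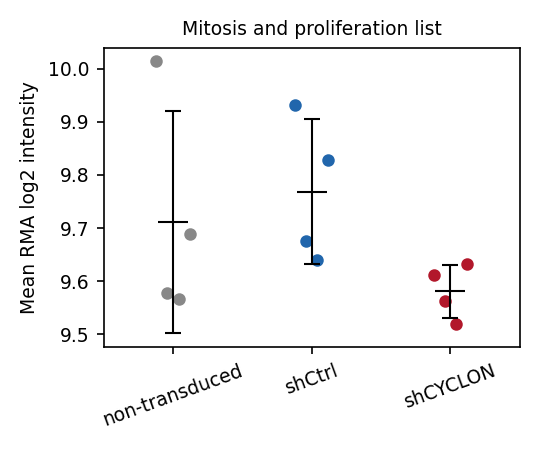
Mean RMA log2 intensity of the 45 genes of the mitosis and proliferation list (y axis) in non-transduced, shCtrl and shCYCLON cells (x axis), with a point per array and bars for mean ± SD. The shCYCLON arrays lie between 9.52 and 9.63, and the shCtrl arrays between 9.64 and 9.93.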

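CD40 is a receptor on B cells that T cells engage in the germinal centre. It signals through NF-kB proteins, which switch on genes of survival, adhesion and antigen presentation. FAS, itself a target of this pathway, encodes a death receptor. MS4A1 encodes CD20, the target of Rituximab, and BCL6 encodes the repressor that maintains the germinal centre state. As a stand-in for a signature of CD40 in mature B cells, 54 textbook targets of CD40 and NF-kB in B cells were listed, and 51 had a probe set of their own. Of these CD40 and NF-kB targets, 40 were higher and 11 lower in shCYCLON than in shCtrl Raji BL cells, with a mean log2 change of 0.10. The mean of the CD40 list was 8.70 ± 0.08 (SD, n = 4) in shCtrl cells and 8.80 ± 0.04 (SD, n = 4) in shCYCLON cells (exact permutation test, p = 0.0857). Camera gave the CD40 list an adjusted p of 1.37e-07 with the preset correlation. With the estimated correlation, 0.216, which again did not use the replicate number, its p was 0.0889. With the 3' minus 5' difference of the ACTB control as a covariate, chosen after seeing the data, the change of the CD40 list turned to -0.015 (standard error 0.06, and 0.05 without it). Here too the covariate correlates with the group (-0.807) and cannot be told apart from an effect of the knockdown. Through their brightest probe sets, 0 of the CD40 targets passed the thresholds with limma or with the methods' t-test and correction, 0 when adjusted over the list alone, and 12 were higher at an unadjusted p under 0.05. FAS had a change of 0.09 (adjusted p = 0.665), and its other probe sets had 0.22 (the lowest p, adjusted p = 0.289), 0.27, 0.31 and 0.10. For 42 of 44 textbook genes of B-cell and germinal centre identity with a probe set of their own, 24 were higher and 18 lower, with a mean change of 0.02 (camera adjusted p = 0.177). Within this B-cell list MS4A1 had a change of 0.07 (adjusted p = 0.674), at signals of 13.59 ± 0.06 in shCtrl and 13.66 ± 0.02 in shCYCLON cells. The probe set of MS4A1 with the lowest p had a change of 0.26 (adjusted p = 0.284). BCL6 had a change of 0.12 (adjusted p = 0.713).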

GSEA also revealed up-regulation of a previously-defined, CD40-regulated, mature B-cell-specific gene expression signature (Basso et al, 2004), in the CYCLON-knockdown compared to control lymphoma Raji BL cells (Fig 4B and Supporting Information Table S4). This is of interest since the germinal centre B-cell is the presumed cell of origin for both DLBCL and BL. 

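NFKB2 encodes the precursor of an NF-kB subunit of the alternative pathway that CD40 switches on. MEF2C encodes a transcription factor that acts in B-cell proliferation and in the germinal centre. TNFAIP2, TNFAIP3 and TNFAIP8 are genes induced by tumour necrosis factor, and TNFAIP3 encodes an inhibitor of NF-kB. NFKB2 was at 7.59 ± 0.34 (SD, n = 4) in shCtrl and at 8.05 ± 0.21 (SD, n = 4) in shCYCLON Raji BL cells. The difference in NFKB2, 0.46 on the log2 scale (standard error 0.16), did not pass the threshold (adjusted p = 0.380 from limma). With the 3' minus 5' difference of the ACTB control as a covariate, chosen after seeing the data, it turned to -0.044. This covariate correlates with the group (-0.807), so the fit cannot tell it apart from an effect of the knockdown. The same difference of the GAPDH control was 0.43 in shCYCLON and 0.45 in shCtrl arrays (exact permutation test, p = 0.657). The other probe sets of NFKB2 had changes of 0.10 and 0.02. With each array left out in turn, the change of NFKB2 on its brightest probe set ranged from 0.30 to 0.56. MEF2C is read by 3 probe sets. On the dimmest of them, MEF2C rose from 5.95 ± 0.08 (SD, n = 4) to 6.81 ± 0.21 (SD, n = 4), by 0.86 on the log2 scale (standard error 0.10, adjusted p = 0.0271). On its brightest probe set MEF2C was at 10.27 ± 0.11 and 10.38 ± 0.10, a change of 0.12 (adjusted p = 0.606), and on the remaining one the change was 0.13 (adjusted p = 0.577). Non-transduced cells had 5.97 ± 0.24 on the probe set of MEF2C that passed. The call of MEF2C held without shCtrl replicate 1 or shCYCLON replicate 3, and ended without any other single array, at changes of 0.79 to 0.94. TNFAIP2 was at 4.31 ± 0.16 in shCtrl and 4.61 ± 0.13 in shCYCLON cells (adjusted p = 0.334). TNFAIP8 was at 10.12 ± 0.08 and 10.33 ± 0.02 (adjusted p = 0.307), and TNFAIP3 had a change of 0.14 (adjusted p = 0.576).

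**Figure D3:**
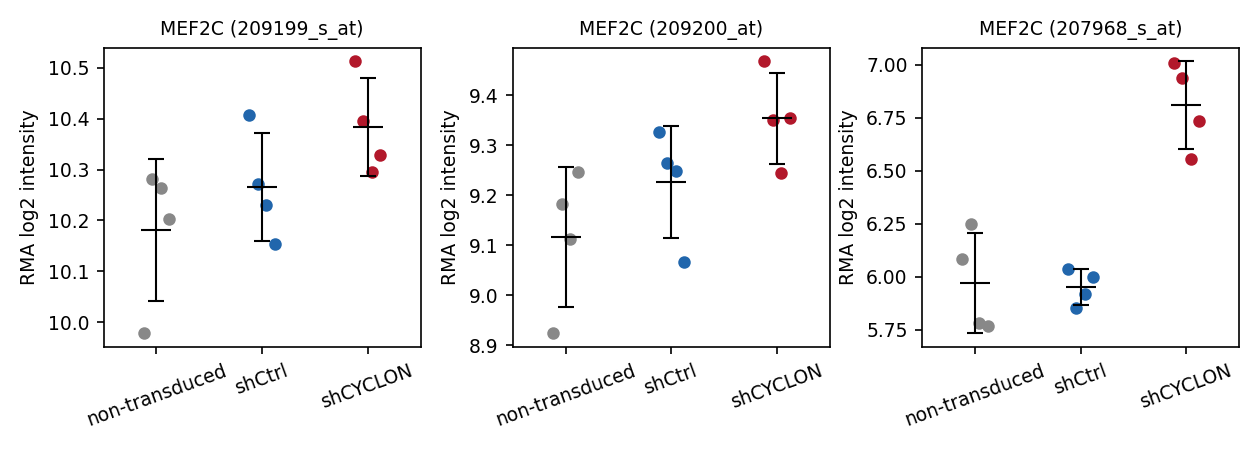
RMA log2 intensity of the 3 probe sets of MEF2C (1 per panel, from the brightest on the left to the dimmest on the right, y axis) in non-transduced, shCtrl and shCYCLON cells (x axis), with a point per array and bars for mean ± SD. In the right panel the shCYCLON arrays lie between 6.55 and 7.01, and the shCtrl arrays between 5.85 and 6.04.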

The CD40-regulated ‘mature B-cell signature’ comprises genes of known importance in DLBCL/BL pathogenesis including *NFKB2*, *MEF2C* (Wilker et al, 2008) and *TNFAIP* genes (Compagno et al, 2009; Kato et al, 2009; Lohr et al, 2012). 

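A ranking by p shows where single genes of a signature stand among all genes measured. IKZF3 encodes Aiolos, a transcription factor of B cells, GART encodes an enzyme of purine synthesis, and DDX17 encodes an RNA helicase. By the p of limma in shCYCLON compared to shCtrl cells, over both directions and all probe sets together and so unlike separate rankings of up-regulated and down-regulated genes, 1 gene of the CD40 and NF-kB list, MEF2C, had a probe set among the 50 lowest of all probe sets. MEF2C stood at rank 12, and CCDC86 at rank 10. The brightest probe set of NFKB2 stood at rank 2603. The list of B-cell and germinal centre identity also had 1 gene among the 50, IKZF3, at rank 38. On the dimmest of its 3 probe sets, IKZF3 rose from 6.21 ± 0.09 (SD, n = 4) to 7.17 ± 0.31 (SD, n = 4), by 0.96 on the log2 scale (adjusted p = 0.0458 from limma). IKZF3 passed the thresholds without shCYCLON replicate 1 and in no other leave-one-out. The MYC target list had 1 gene among the 50, GART, which rose on 1 of its 9 probe sets by 0.54 (adjusted p = 0.0424) and passed in no leave-one-out. The list of transcripts with detained introns had 2, MALAT1 and DDX17, and DDX17 rose on 1 of its 5 probe sets by 0.87 (adjusted p = 0.0293), a call that held only without shCtrl replicate 1. Of the mitosis list, 0 genes had a probe set among the 50. IKZF3, GART and DDX17 are named after their values were seen.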

A number of these signature genes were among the top 50 CYCLON up or down-regulated genes (Fig 4C). Collectively, these data identify CYCLON as a transcriptional regulator whose ‘off-context’ expression drives gene expression programs of biological relevance to lymphoma pathogenesis.

**Figure 4:**
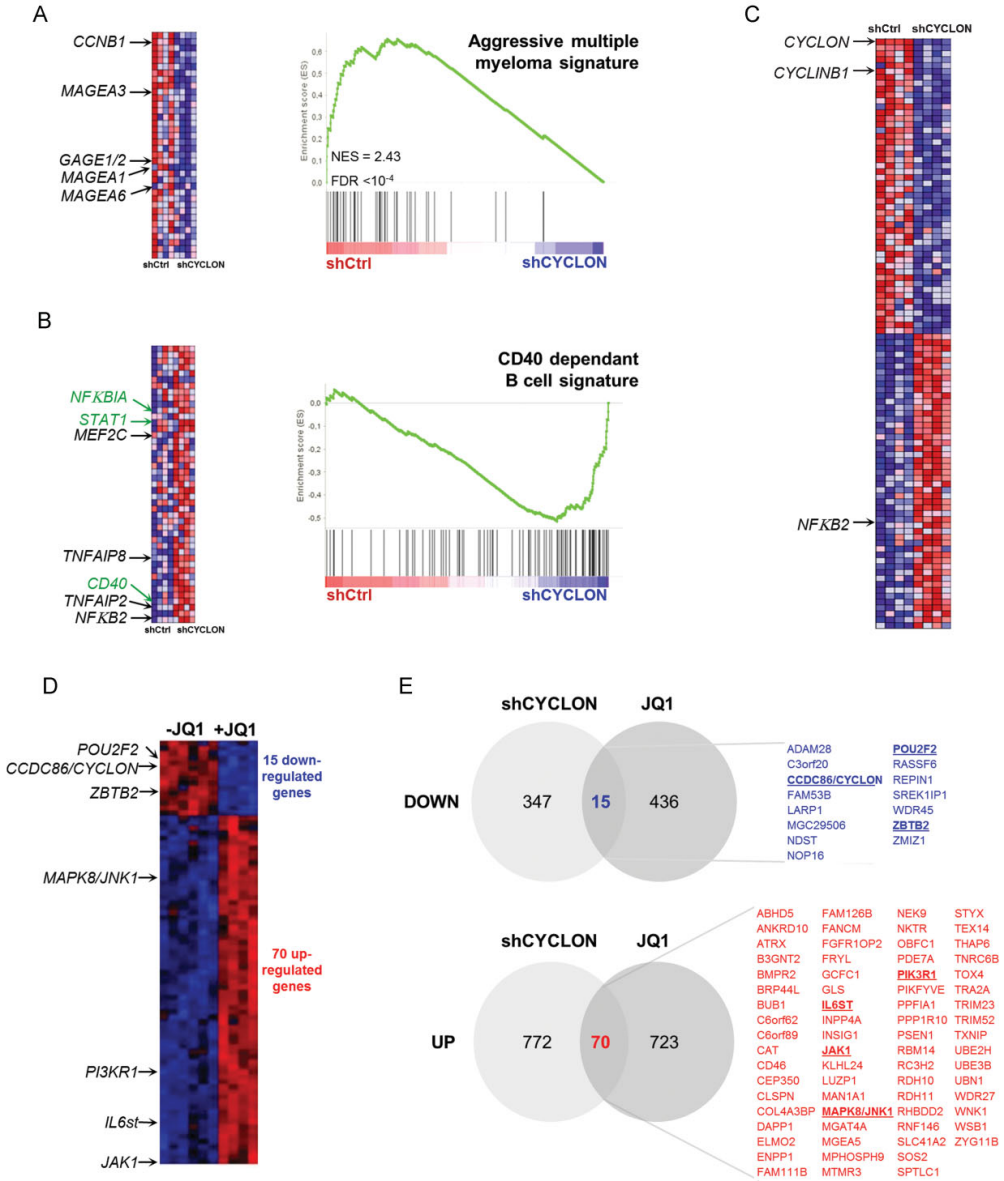
***CYCLON* regulates gene signatures associated with B-cell differentiation and proliferation**Gene Set Enrichment Analysis (GSEA) enrichment plots obtained from gene expression data from CYCLON knockdown Raji cells (shCYCLON, *n* = 4) compared to control Raji cells (shCTRL, *n* = 4) with associated heat-maps (left). GSEA enrichment plots show down-regulation of aggressive multiple myeloma signature (A) and up-regulation of a CD40-dependent B-cell signature (B) in CYCLON knock-down compared to control Raji lymphoma B cells. Genes are ordered on the x axis by their differential expression score (each vertical line representing a gene).Top 50 genes up-regulated (red) or down-regulated (blue) upon CYCLON knockdown (shCYCLON) in Raji lymphoma B cells compared to control (shCtrl). Gene sets are from MSIGDB collection. See the Materials and Methods section and supplementary material for detailed data analysis.Heat-map representation of co-regulated genes upon CYCLON knockdown and JQ1 treatment in Raji cells (data from GSE29449, Mertz et al, 2011).Venn diagram showing the overlap between differentially expressed genes upon CYCLON knockdown and JQ1 treatment in Raji cells (data from GSE29449, Mertz et al, 2011) and list of commonly down- and up-regulated genes. Black and green arrows: genes cited in text. Green arrows refer to genes commonly regulated by CYCLON and JQ1 within the CD40 signature.

### CYCLON modulates Rituximab sensitivity *in vitro* and *in vivo*

High *CYCLON* expression was significantly associated to high MYC expression and was correlated with inferior clinical outcome in R-CHOP but not CHOP-treated DLBCL patients, particularly of the GCB-subtype. This suggested a role for CYCLON as a key MYC effector in modulating treatment response, in particular to Rituximab, at least in BL and DLBCL of the GCB subtype. To investigate this in more detail we first looked at CYCLON and MYC expression in a panel of BL (Raji, BL41, BL136) and DLBCL cell lines of both the GCB (B593, SUDHL4, HT) and ABC subtypes (OCI-LY3, OCI-LY10) (Fig 5A). Coincident CYCLON and MYC deregulation was detected in 5 of 8 lymphoma cell lines tested (BL cell lines Raji, BL41 and BL136 and in the GCB-type DLBCL, B593 and SUDHL4) (Fig 5A). Three of eight lymphoma cell lines (but no BL line) showed moderate (HT) to high CYCLON overexpression in the absence of marked MYC overexpression, thus suggesting the existence of alternate routes to CYCLON overexpression in these cells. We next tested sensitivity to Rituximab-mediated, complement-dependent cytotoxicity (CDC, Fig 5B) and direct killing (Fig 5C) in a selection of these cell lines. In the conditions used for these assays, lymphoma cells that showed coincident CYCLON and MYC deregulation (Raji, B593, SUDHL4 cells, respectively) were sensitive to both Rituximab-induced, complement-mediated cytotoxicity and direct killing while the remaining cell lines were resistant (Fig 5B, C). The observed effects were not related to differences in the cell surface expression of the Rituximab target receptor, CD20, which was broadly similar across all cell lines (Fig 5D). In order to further explore the role of CYCLON in Rituximab response in lymphoma, short hairpin RNA was used to deplete CYCLON in Raji, B593 and SUDHL4 as well as in OCI-Ly3 cells. Consistent with a role for CYCLON in Rituximab response in lymphoma, CYCLON depletion markedly increased the sensitivity of B593, SUDHL4 (DLBCL cell lines) and Raji (BL) lymphoma cells to Rituximab-dependent killing, particularly complement-mediated cytotoxicity (Fig 5E, F and Supporting Information Fig S5A, B). In contrast, CYCLON depletion was not sufficient to relieve Rituximab resistance in the OCI-Ly3 cell line. This suggests a requirement for even lower CYCLON thresholds to restore Rituximab response and/or the existence of alternative resistance routes, in these cells. CYCLON depletion was not associated to increased antibody-dependent, cell-mediated cytotoxicity, at least in Raji cells (ADCC, Supporting Information Fig S5C). CYCLON depletion did not increase the apoptotic responses in any of the cell lines, following treatment by etoposide (Supporting Information Fig S5D) or CD95/FAS receptor engagement (Supporting Information Fig S5E), which CYCLON is known to regulate, at least in T cells (Saint Fleur et al, 2009). This indicated that CYCLON overexpression directly drives tumour cell intrinsic mechanisms that specifically impact on Rituximab response. To test the relevance of this mechanism *in vivo*, we subcutaneously injected SCID mice with Raji cells expressing either CYCLON targeting or non-targeting shRNA. Once tumours were established, mice were treated with daily injections of either Rituximab or control antibody for a period of 14 days. Rituximab monotherapy significantly reduced the tumour burden in mice engrafted with shCYCLON compared to control lymphoma cells (Fig 5G). Together, these data identify CYCLON as a novel Rituximab response modulator of interest for therapeutic targeting in lymphoma.

**Figure 5:**
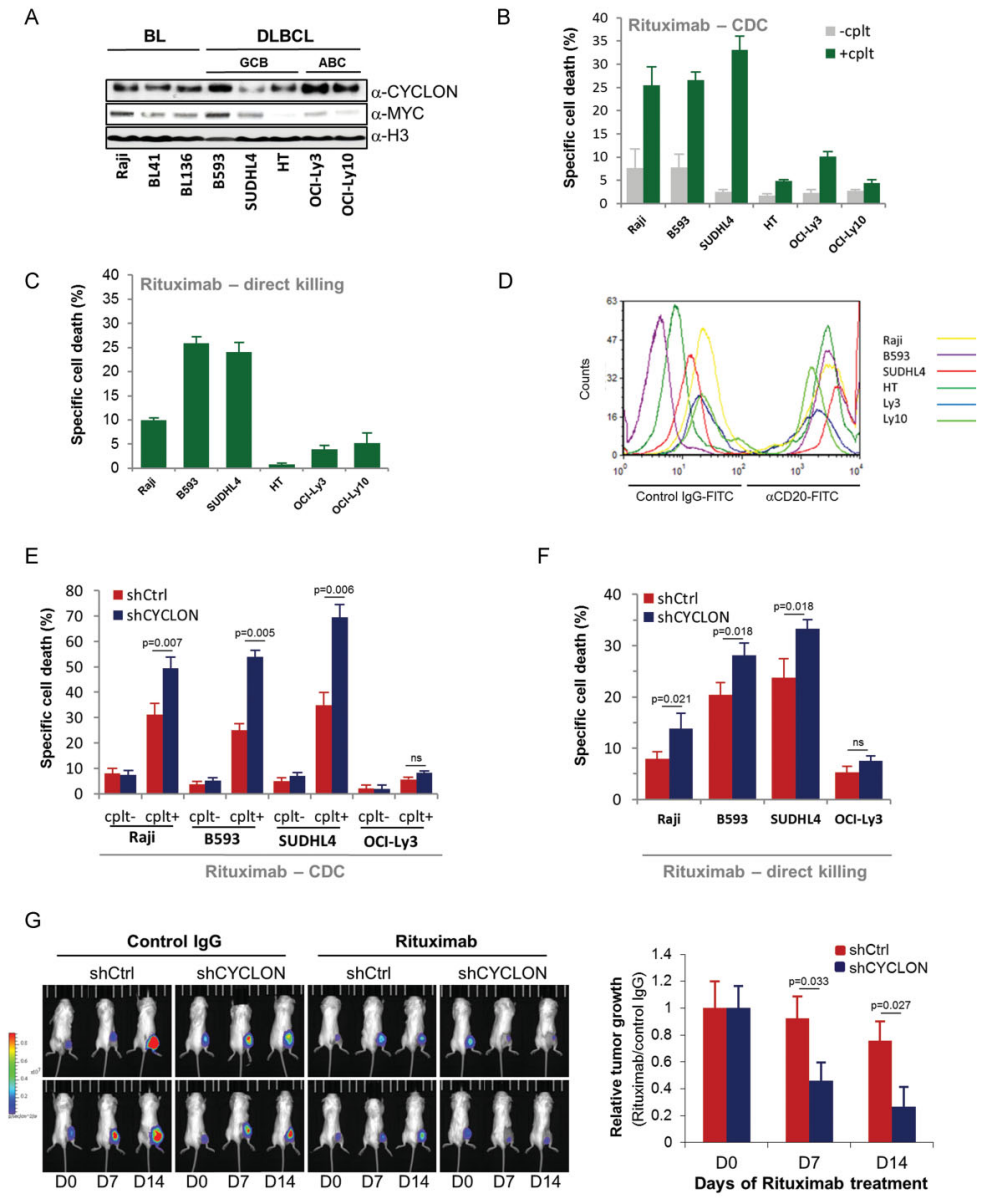
**CYCLON-mediated resistance to Rituximab in BL and MYC-overexpressing DLBCL**Western Blot analysis of CYCLON, MYC and histone H3 (as loading control) expression in levels in a panel of BL and DLBCL cell lines.Evaluation of basal Rituximab sensitivity using CDC (complement dependent cytoxicity) in the presence (+cplt) or absence of human complement (−cplt) (B) and Rituximab-induced direct killing (C) assays as described in the Materials and Methods section, *n* = 6.Flow cytometry analysis of CD20 expression in a panel of BL and DLBCL cell lines, *n* = 3.Rituximab (E: CDC; F: direct killing) sensitivity of CYCLON knockdown (shCYCLON) Raji (BL), B593, SUDHL4 and OCI-Ly3 (DLBCL) lymphoma B cells compared to controls (shCtrl); p values from a Wilcoxon test, *n* = 8 for each cell line, ns: non-significant.Left panel: bioluminescence imaging of Rituximab response (200 µg/day of Rituximab) in SCID mice xenotransplanted with shCtrl or CYCLON knockdown Raji lymphoma as indicated compared to control-treated mice (IgG for 14 days). Right panel: Relative tumour growth at days 0, 7 and 14, as indicated; *p*-value from a Wilcoxon test, *n* = 6 for each group.[Correction added after publication on 4 July 2013: The figure title “CYCLON-mediated increase in Rituximab sensitivity in BL and MYC-dependent DLBCL” was corrected to “CYCLON-mediated resistance to Rituximab in BL and MYC-overexpressing DLBCL”]

### BET bromodomain inhibition increases Rituximab sensitivity in CYCLON and MYC overexpressing lymphoma cells

Small molecule inhibitors of BET bromodomain proteins (JQ1, iBET) have recently been shown to attenuate MYC-driven oncogenic signalling in lymphoma and myeloma (Delmore et al, 2011; Mertz et al, 2011; Zuber et al, 2011). We thus tested whether one such inhibitor, JQ1, could relieve CYCLON overexpression and associated suboptimal Rituximab responses in lymphoma. We first performed a dose-response experiment to test the effects of JQ1 on MYC levels in our panel of lymphoma cell lines. In keeping with previous reports (Mertz et al, 2011), JQ1 treatment induced pronounced, dose-dependent MYC suppression in MYC-overexpressing lymphoma cells (Raji, B593, SUDHL4) while suppressive effects were more subtle in the lymphoma cell lines with lower starting levels of MYC (HT, OCI-Ly3 and Ly10) (Fig 6A). We next monitored the effects of JQ1 on CYCLON expression in the same cells. Based on our previous results showing that CYCLON can be regulated by MYC (Fig 3A–C), we predicted that JQ1 would override CYCLON overexpression in lymphoma cells that showed concomitant MYC deregulation. In keeping with this, CYCLON suppression, consistently proceeding MYC down-regulation, was observed in the Raji, B593 and SUDHL4 cells but not in the HT, OCI-Ly3 or OCI-Ly10 cells, which show comparatively low starting levels of MYC (Fig 6A), thus suggesting alternative, BET bromodomain inhibitor-insensitive routes to CYCLON deregulation in these cells. MYC and CYCLON suppression was reversible and occurred in sequence, as shown by JQ1 washout experiments in the sensitive lymphoma cells (Raji, B593 and SUDHL4) (Fig 6B). In these lymphoma lines, it thus seems that JQ1 treatment regulates CYCLON indirectly through MYC rather than through BRD4 – or indeed through BRD2 and 3 which JQ1 can also inhibits (Filippakopoulos et al, 2010). The next step was to explore the effects of JQ1 on Rituximab response *in vitro*. For this, the same 6 lymphoma B-cell lines, were pre-treated for 24 h with 1 µM JQ1 and then challenged with Rituximab. JQ1 pre-treatment alone, under these conditions, did not induce cell death in any of the cell lines tested (Supporting Information Fig S7A) nor did it significantly alter responses to genotoxic agents such as etoposide (Supporting Information Fig S7B). Strikingly, JQ1 pre-treatment followed by Rituximab challenge led to significant and uniform increases in Rituximab-mediated killing of lymphoma cells presenting JQ1-sensitive MYC and CYCLON deregulation (Raji, B593 and SUDHL4), but not in lymphoma cells that showed JQ1-refractory CYCLON overexpression (HT, OCI-Ly3 and Ly10) (Fig 6C, D). Rituximab responses in JQ1-sensitized lymphoma cells were dose-dependent up to 1 µm JQ1 (Fig 5E). Taken together, these data identify a new BET bromodomain inhibitor-sensitive Rituximab response pathway that is controlled by a MYC and CYCLON-dependent gene regulatory circuit in lymphoma.

**Figure 6:**
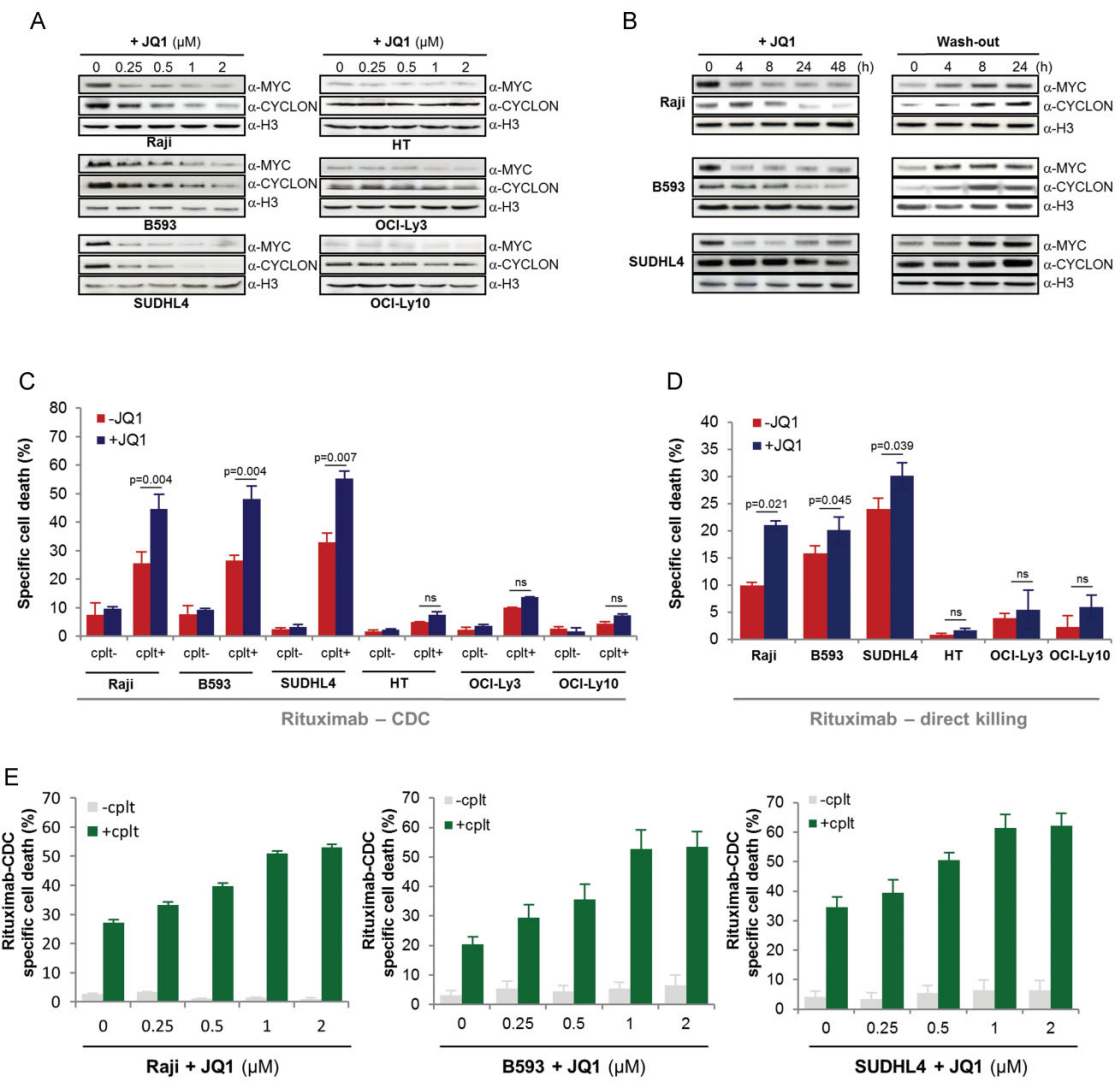
**BET bromodomain inhibition overrides CYCLON-mediated Rituximab resistance**Western Blot analysis of CYCLON, MYC and H3 expression (as loading control) in lymphoma B cells treated for 24 h with control DMSO (0) or increasing doses of JQ1 as mentioned, *n* = 3.Western Blot analysis of CYCLON, MYC and H3 expression (as loading control) in lymphoma B cells treated with control DMSO (0) or 500 nM JQ1 for the indicated times after treatment and wash-out, *n* = 3.Rituximab (CDC, C; direct killing, D) sensitivity assays of lymphoma B cells after 24 h treatment with control DMSO (JQ1-) or 1 µ JQ1 pre-treatment performed as described in Fig 4E, F; *p*-values from a Wilcoxon test, *n* = 4 for each cell line, ns: non-significant.Evaluation of Rituximab sensitivity (CDC) of Raji cells pre-treated for 24 h with control DMSO (0) or increasing doses of JQ1 as mentioned, *n* = 3 for each cell line.

### Convergent biological pathways regulated by CYCLON and BET bromodomain inhibition in lymphoma B cells

In view of the fact that CYCLON acts as an independent tumour growth driver in MYC-driven lymphoma, and that MYC and CYCLON overexpression controls a JQ1-sensitive Rituximab resistance pathway, we next wished to investigate the possible links between CYCLON activity and BET bromodomain inhibition. For this we compared the gene expression profiles of CYCLON knockdown Raji lymphoma B cells with publically available gene expression data for JQ1-treated, Raji lymphoma B cells (Mertz et al, 2011). This analysis identified a discrete set of 85 genes that are commonly regulated by JQ1 treatment and CYCLON knockdown (15 and 70 genes, respectively, down- and up-regulated following a JQ1 treatment or shCYCLON) (Fig 4D), in addition to numerous genes that are independently regulated under either condition. 

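JQ1 blocks BET bromodomain proteins such as BRD2 and BRD3, which bind acetylated histones and sustain the transcription of MYC and its targets. The study sought genes that respond alike to JQ1 and to loss of CYCLON. Only the CYCLON-knockdown samples are analysed here, and the genes printed in Fig 4E were chosen by the study partly on these samples, so they are tallied and not tested as a set. Of the commonly down-regulated genes, 1 printed name is no gene symbol and was left out, 13 of the other 14 were measured, and the brightest probe sets of all 13 were lower in shCYCLON than in shCtrl cells. CCDC86 was the 1 of the down-regulated genes that passed the thresholds, and 3 did when adjusted over the list alone, which is not independent evidence. Of 70 genes printed as commonly up-regulated, 67 were measured, with 35 higher and 32 lower by their brightest probe set. Of the up-regulated genes 0 passed by the brightest probe set with limma or with the methods' t-test and correction, 0 when adjusted over the list alone, and 4 passed through another probe set. At an unadjusted p under 0.05 and a fold of at least 1.2, 57 of the up-regulated genes had a higher probe set and 1 had a lower one. The 4 genes with a called probe set were C6orf62, PDE7A, PPFIA1 and B3GNT2, and they are named after their values were seen. On 1 of its 3 probe sets, C6orf62 rose from 6.55 ± 0.05 (SD, n = 4) to 7.27 ± 0.04 (SD, n = 4), by 0.72 on the log2 scale (adjusted p = 0.00349 from limma). The 1 probe set that passed with the methods' t-test and correction was this probe set of C6orf62. On the called probe sets, PDE7A rose by 0.61 (adjusted p = 0.0390), PPFIA1 by 0.51 (adjusted p = 0.0376) and B3GNT2 by 0.47 (adjusted p = 0.0390). The brightest probe sets of B3GNT2 and PPFIA1 went the other way, with changes of -0.12 and -0.16. C6orf62 passed without each array in turn, whereas PDE7A, PPFIA1 and B3GNT2 passed in no leave-one-out. BRD2 and BRD3 had changes of 0.0037 and 0.0092 on their brightest probe sets.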

The core set of commonly down-regulated genes included *ZBTB2*, which encodes a negative regulator of p53 signalling (Jeon et al, 2009) and *POU2F2*, which encodes a homeobox transcription factor involved in the germinal centre reaction, in response to viral infection (Karnowski et al, 2012) and that has recently been shown to be mutated in DLBCL (Zhang et al, 2013) (Fig 4D, E). 

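ZBTB2 encodes a zinc finger protein that limits the p53 pathway, and POU2F2 encodes OCT2, which drives immunoglobulin genes and B-cell survival. ZBTB2 was at 8.72 ± 0.11 (SD, n = 4) in shCtrl and at 8.38 ± 0.06 (SD, n = 4) in shCYCLON Raji BL cells. The difference in ZBTB2 of -0.34 (standard error 0.07) did not pass the threshold over all probe sets (adjusted p = 0.146 from limma), although the groups did not overlap (exact permutation test, p = 0.0286). ZBTB2 passed with trend and robust moderation in limma and with the methods' t-test at an uncorrected p. Non-transduced cells had 8.48 for ZBTB2, so that shCYCLON cells differed from them by -0.10. The array reads POU2F2 with 7 probe sets. The brightest of POU2F2 was at 9.14 ± 0.12 (SD, n = 4) in shCtrl and 9.10 ± 0.06 (SD, n = 4) in shCYCLON cells, a change of -0.04 (adjusted p = 0.873) that turned to 0.0069 without shCtrl replicate 3. The probe set of POU2F2 with the lowest p had a change of -0.27 (adjusted p = 0.359).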

The core set of commonly up-regulated genes included a number that encode factors involved in pathways of direct relevance to normal and pathological B-cell signalling (IL6st, JAK1 and PIK3R1, for example) (Love et al, 2012; Ngo et al, 2011) as well as JNK1 which has been implicated in the regulation of complement dependent cell death (Gancz et al, 2009). 

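IL6ST encodes gp130, the signalling chain of interleukin 6 receptors, and JAK1 encodes a kinase bound to such receptors. PIK3R1 encodes a regulatory subunit of PI3 kinase, which acts downstream of the B-cell receptor. MAPK8 encodes JNK1, a kinase of stress signalling. The brightest probe sets of IL6ST, JAK1, PIK3R1 and MAPK8 had log2 changes of 0.03, -0.06, -0.01 and -0.08 in shCYCLON compared to shCtrl Raji BL cells. Their adjusted p-values from limma were 0.931, 0.796, 0.973 and 0.707. Without shCtrl replicate 1 the changes of IL6ST and PIK3R1 turned to -0.052 and 0.021. With the average of all probe sets of a gene, those of JAK1, PIK3R1 and MAPK8 turned to 0.18, 0.23 and 0.15. The probe set of JAK1 with the lowest p was at 7.78 ± 0.26 (SD, n = 4) in shCtrl and at 8.26 ± 0.14 (SD, n = 4) in shCYCLON cells, a change of 0.48 (standard error 0.12, adjusted p = 0.253). That of PIK3R1 was at 6.19 ± 0.08 and 6.60 ± 0.24 (adjusted p = 0.271). That of MAPK8 was at 5.39 ± 0.17 and 5.77 ± 0.08 (adjusted p = 0.217). That of IL6ST was at 3.52 ± 0.09 and 3.82 ± 0.15 (adjusted p = 0.289), a signal below the median of every array. These lowest-p probe sets of JAK1, PIK3R1, MAPK8 and IL6ST did not pass over all probe sets, and each passed with the methods' t-test at an uncorrected p.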

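MYC switches on genes of ribosome biogenesis, nucleotide synthesis and cell growth. CCDC86 is itself a MYC target. LYAR encodes a nucleolar protein that takes part in making ribosomes. MYC was at 11.53 ± 0.05 (SD, n = 4) in shCtrl and at 11.43 ± 0.05 (SD, n = 4) in shCYCLON Raji BL cells. The difference in MYC of -0.10 (standard error 0.06) did not pass the threshold (adjusted p = 0.584 from limma). Of 50 textbook targets of MYC in growth and ribosome biogenesis, 44 had a probe set of their own, and 40 of these MYC targets were lower and 4 higher in shCYCLON cells. The mean of the MYC target list was 10.42 ± 0.03 (SD, n = 4) in shCtrl cells and 10.34 ± 0.03 (SD, n = 4) in shCYCLON cells, a mean change of -0.08 (exact permutation test, p = 0.0286). Camera gave the MYC target list an adjusted p of 2.79e-04 with the preset correlation. With the estimated correlation, 0.145, which again did not use the replicate number, its p was 0.122. Of the MYC targets 0 passed the thresholds by their brightest probe set with limma or with the methods' t-test and correction, 0 when adjusted over the list alone, and 7 were lower at an unadjusted p under 0.05. Against non-transduced cells, at 10.38 ± 0.06, the mean change of the MYC target list was -0.04 (camera adjusted p = 0.197). LYAR, a member of the list, was at 11.31 ± 0.05 and 11.10 ± 0.10, a change of -0.21 (adjusted p = 0.330).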

Closer inspection of GSEA signatures across both conditions revealed, as expected, predominant down-regulation of MYC signatures/target genes, including CYCLON itself, in JQ1-treated but not CYCLON knockdown lymphoma B cells. Interestingly, co-regulation by JQ1 and CYCLON of a subset of genes that comprise the previously identified CYCLON-regulated CD40 signature was also seen. This gene list included the CD40 gene itself as well as genes encoding signalling factors such as the NFKB inhibitor, NFKBIA and STAT1 (Fig 4B).

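The CD40 gene is itself a target of NF-kB, and NFKBIA encodes IkB alpha, the inhibitor that NF-kB induces to limit its own activity. CD40 was at 10.27 ± 0.20 (SD, n = 4) in shCtrl and at 10.58 ± 0.08 (SD, n = 4) in shCYCLON Raji BL cells. The difference in CD40 of 0.31 (standard error 0.10) did not pass the threshold over all probe sets (adjusted p = 0.336 from limma, rank 1772). The other probe sets of CD40 had changes of 0.11, 0.23 and 0.42. Against non-transduced cells CD40 differed by 0.14 (adjusted p = 0.809). With the methods' t-test at an uncorrected p, CD40 passed the thresholds. NFKBIA was at 11.06 ± 0.18 (SD, n = 4) in shCtrl and at 11.24 ± 0.07 (SD, n = 4) in shCYCLON cells, a change of 0.18 (adjusted p = 0.520). With each array left out in turn, the change of NFKBIA ranged from 0.098 to 0.25. With the 3' minus 5' difference of the ACTB control as a covariate, an alternative chosen after seeing the data, the changes of CD40 and NFKBIA turned to -0.027 and -0.11. Since this covariate correlates with the group (-0.807), the fit cannot tell it apart from an effect of the knockdown.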

## DISCUSSION

Combination immunochemotherapy using anti-CD20 antibodies and cytotoxic drugs has led to marked improvements in treatment response and overall survival in B-NHL. However, treatment resistance and relapse remain problematic. This is spurring the development of alternative treatment strategies, including novel therapeutic antibodies, and targeted therapy strategies aimed at curtailing oncogene dependency pathways in lymphoid neoplasia (Friedberg, 2011). A major confounding factor in these efforts, however, is the lack of knowledge on the cellular and molecular mechanisms that contribute to treatment resistance. In particular, the nature of signalling pathways that directly or indirectly control biological and clinical responses to anti-CD20 therapy are not well elucidated (Cheson & Leonard, 2008).

Here, by performing a concept-driven targeted proteomics and functional analyses, based on the ectopic activation of tissue-specific genes in cancer, we have identified a Rituximab resistance mechanism that operates in aggressive B-cell lymphoma and that is mediated by MYC-driven overexpression of the nuclear factor, CYCLON. Remarkably, this resistance mechanism could be alleviated by next generation epigenetic therapy, using the BET bromodomain small molecule inhibitor, JQ1. JQ1 functions as a specific inhibitor of BET bromodomain binding of acetylated lysines in chromatin and has demonstrated single agent efficacy in diverse cancer models (Delmore et al, 2011; Filippakopoulos et al, 2010; Mertz et al, 2011; Ott et al, 2012; Zuber et al, 2011) but has not previously been tested in combination treatment with a therapeutic monoclonal antibody.

CYCLON suppression specifically sensitized lymphoma cells to Rituximab-dependent CDC and direct killing, but not to ADCC or indeed other apoptotic stimuli. This suggests the regulation by CYCLON of cell intrinsic mechanisms downstream of direct CD20 engagement and/or Rituximab Fc fragment activity which is required for complement activation but is dispensable for CD20 signalling *per se* (Vega et al, 2009). BET bromodomain inhibition appears to break Rituximab resistance in lymphoma B cells showing coincident MYC and CYCLON overexpression. This could operate by reducing CYCLON levels to critically low thresholds, which might affect key, high-affinity, CYCLON target genes directly or indirectly impacting on Rituximab response. In keeping with this, CYCLON and JQ1 regulate a number of genes that encode factors of relevance to lymphoma B-cell survival, including the inhibitor of NFKB signalling, NFKBIA as well as JNK1, known to be involved in complement-mediated cytotoxicity (Gancz et al, 2009; Jeon et al, 2009). Noteworthy, is that constitutive NFKB signalling has been linked to experimental resistance to Rituximab in lymphoma cell lines (Jazirehi et al, 2007). One could also bear in mind that maintenance therapy with Rituximab alone is being explored in DLBCL (Michallet et al, 2012). Association of Rituximab with BET bromodomain inhibitors in this setting might be an attractive therapeutic option.

We also identified Rituximab-resistant, lymphoma B cells that overexpress CYCLON, without concomitant MYC deregulation, thus pointing to the existence of other as yet un-identified routes to CYCLON overexpression in lymphoma. BET bromodomain inhibition does not relieve Rituximab resistance in these cells suggesting that coincident MYC and CYCLON overexpression could be used as a biomarker to identify patients most likely to respond to BET bromodomain inhibitor and Rituximab combination therapy.

CYCLON has been shown to play a key role in maintaining normal T-cell homeostasis following cellular activation (Saint Fleur et al, 2009). This occurs through up-regulation, by CYCLON, of CD95 expression in activated but not resting T cells. The CD95 pathway is also involved in maintaining B-cell homeostasis downstream of B-cell receptor signalling and in the germinal centre reaction (Hao et al, 2008). It is thus possible that CYCLON also regulates CD95 expression in discrete stages of normal B-cell development. Indeed, we uncovered CYCLON expression, albeit at low levels, in normal GC B-cell subsets. CYCLON might also contribute to the control of mature B-cell development downstream of MYC. In support of this notion, normal germinal center B-cell subsets, defined by either high or low MYC levels have recently been identified (Calado et al, 2012; Dominguez-Sola et al, 2012). Significantly, at least in mice, normal ‘high MYC’ GC B cells are characterized by a specific gene expression signature, that includes numerous B-cell activation response genes (including CD40 signalling components), and up-regulation of Cyclon/Ccdc86 (Dominguez-Sola et al, 2012).

Normal, ‘high MYC’, GC B cells are essential for both the early and late phases of the germinal center reaction and appear to be poised for re-entry to the dark zone for further rounds of affinity maturation (Calado et al, 2012; Dominguez-Sola et al, 2012). We have shown that CYCLON deregulation is predominant, albeit not exclusive to, ‘high MYC’ DLBCL tumours, of both the GCB and ABC subtypes. At least for the former, it is tempting to speculate that CYCLON deregulation occurs as ‘collateral damage’ downstream of MYC deregulation, by chromosomal translocation or other event (MYC gene rearrangement is common DLBCL of the GCB subtype). This would uncouple not only MYC, as previously postulated (Dominguez-Sola et al, 2012), but also CYCLON-dependent gene regulatory circuits, from normal affinity maturation, thus facilitating malignant reprogramming of the affected B cells, ultimately leading to disturbed GC dynamics and lymphomagenesis. In this respect, it is noteworthy that CYCLON regulates gene expression signatures of direct relevance to the pathogenesis of germinal center-derived lymphoma. Of specific interest is CYCLON-mediated suppression of *NFKB2* expression. *NFKB2* is also a MYC repression target and *Nfkb2* loss has been shown to accelerate lymphoma development in Eµ-*Myc* transgenic mice (Keller et al, 2010). This works suggests that BET bromodomain inhibition could override these oncogenic signalling events.

In conclusion, we have devised a proteomics-driven strategy to leverage illegitimate gene activation events for the discovery of new treatment strategies in high risk B-cell lymphoma. A remarkable result was the identification of a MYC-controlled disease progression and Rituximab resistance regulatory circuit that is autonomously controlled by the nuclear factor CYCLON. This CYCLON-MYC regulatory axis can be blocked by BET bromodomain inhibitors thus opening avenues for new anti-lymphoma treatment strategies based on combining anti-CD20 monoclonal antibodies and next generation epigenetic therapy.

## MATERIALS AND METHODS

### Cell culture, reagents and antibodies

B593 DLBCL cell line was derived in house (Callanan et al, 2000). SUDHL4, HT (DLBCL lines) and Raji (BL line) were purchased from DMSZ. OCI-Ly3 and OCI-Ly10 were kindly provided by Professor Georg Lenz. Cells were cultured in RPMI medium supplemented with 2 mM GlutaMAX®, 1 mM sodium pyruvate, 25 mM HEPES, non-essential amino acids, 100 µg/mL Penicillin/Streptomycin solution and 10% foetal calf serum (Invitrogen), except for OCI-LY3 and OCI-Ly10 which were cultured in IMDM 20% human serum (Cambrex) supplemented with 2 mM GlutaMAX®, 1 mM sodium pyruvate, 25 mM HEPES, non-essential amino acids, 100 µg/mL Penicillin/Streptomycin solution (added with 50 µM β-mercaptoethanol for OCI-Ly3 cell line). Unless otherwise specified, all chemicals were purchased from Sigma–Aldrich. Anti-CYCLON antibody was obtained 28 days after rabbit immunization with both C and N-terminus CYCLON peptides and antibody affinity-purification against the C-terminus peptides from immune serum (Speed Rabbit program, Eurogentec) or purchased from Bethyl Laboratories. Anti-MYC (clone 9E10) and anti-H3 were obtained from Santa Cruz and Millipore, respectively. Rituximab (Mabthera®, Roche) and Herceptin (Trastuzumab®, Roche) were obtained at Grenoble University Hospital pharmacy.

### JQ1 synthesis

(±)-JQ1 was synthesized using the procedure published by Filippakopoulos et al (Filippakopoulos et al, 2010). Highly purified (±)-JQ1 was obtained by column chromatography (gradient *n*-hexane/ethyl acetate 8:2 to 100% ethyl acetate) followed by precipitation from ethyl ether by *n*-hexane. The final compound was characterized by ^1^H NMR (Supporting Information Fig S6A), MS (Supporting Information Fig S6B) and HPLC (using an analytical OD-H chiral column) (Supporting Information Fig S6C). Enantiomeric composition of the crystalline product was verified by chiral HPLC to be 55% active enantiomer (+)-JQ1 (OD-H analytical column; *n*-hexane/2-propanol 85:15; (+)-JQ1 r.t.: 10 min, (−)-JQ1 r.t.: 12 min).

### Protein extraction and mass spectrometry analysis

Whole cell lysates were obtained by sonication of cell pellets in Laemmli buffer. Nuclear acid soluble fractions were obtained by direct sonication of cell nuclei in 0.2 N sulphuric acid (see Supporting Information Fig S1A) as described previously (Govin et al, 2006) and separated by SDS-PAGE (20 µg protein per lane) following Coomassie staining. MS analyses were performed on three biological replicates. Trypsin in-gel digestion and LC-MS/MS analysis were performed as described previously (Dos Santos et al, 2010). MS/MS data were acquired and processed automatically using Xcalibur™ 1.4 software (Thermo Fisher Scientific).

### Protein identification by mass spectroscopy

MS data were analysed using the Mascot 2.1 program (Matrix Science) with compilation of SwissProt and Trembl databases (release 50.1/33.1, 3,192,898 entries in total including 17,483 human, June 2006) using *Homo sapiens* as selected species. The variable modifications allowed are listed at the bottom of Table S1. Mass accuracy was set to 10 ppm for precursor ion and 0.8 Da for fragments. Mascot data were then transferred to IRMa validation software (Dupierris et al, 2009), which allowed data filtering and suppression of protein redundancy on the basis of proteins being identified by a same set or a subset of peptides (Target Decoy approach (Choi et al, 2008): FDR = 1.6%). Manually validated hits from each of the three biological replicates were transferred to a relational database. Protein abundance was estimated using the spectral counting method (Gilchrist et al, 2006). Molecular weight, subcellular localization and associated functions were retrieved for each protein from Uniprot (http://www.expasy.uniprot.org/).

### Gene expression analysis by RT-qPCR

Total RNA was extracted from cell lines, tissues or sorted B cells by TRIzol reagent (Invitrogen) and quantified by NanoDrop (Thermo Fisher Scientific) before being reverse transcribed using the SuperScript® III First-Strand Synthesis SuperMix for RT-qPCR (Invitrogen), according to manufacturer's instructions. qPCR was performed using SYBR® Green PCR master mix (Applied Biosystems) and primers shown in Table S5, according to the manufacturer's instructions. The *ABL* gene was used as a control for normalization of gene expression data. qPCR was performed on an MX3000P (Stratagene) machine.

### Microarray gene expression analysis

Affymetrix microarrays were processed in the Microarray Core Facility of the Institute of Research on Biotherapy, CHRU-INSERM-UM1 Montpellier (http://irb.chu-montpellier.fr/). RNA was amplified using the kit GeneChip IVT express and hybridized to HG U133 Plus 2.0 microarrays according to manufacturer's instructions (Affymetrix). Fluorescence intensities were quantified using the GCOS 1.2 software. Gene expression data were normalized with RMA algorithm and analyzed using GeneSpring software package (Agilent). Data have been deposited in the NCBI Gene Expression Omnibus (GEO, series accession GSE46873).

To identify the predominant normal tissue expression patterns of the 236 proteins identified in the index DLBCL cell line NAS proteome (B593 cells), gcRMA-normalized Affymetrix gene expression data from 79 normal human tissues were retrieved from the BioGPS portal (http://biogps.org/) (Su et al, 2004). A given factor was scored as showing ‘off-context’ expression in lymphoma, if its normal tissue expression pattern was predominantly non-lymphoid; *i.e*. if the factor in question showed expression of 10-fold above the median in a given non-lymphoid cell or tissue type and below median expression in normal lymphoid tissues or cells. The median was calculated across all 79 normal cell or tissue types (Su et al, 2004).

Additional published normal lymphoid and lymphoma transcriptomic data were as follows; GSE2350 (Basso et al, 2005), GSE10846 (Lenz et al, 2008), GSE4475 (Hummel et al, 2006) and GSE29449 (Mertz et al, 2011). Processed data were retrieved through the GEO portal (http://www.ncbi.nlm.nih.gov/geo/). Transcriptomic data from the MYC-inducible B-cell line, P493 (Schlosser et al, 2005) were kindly provided by Professor Dirk Eick. Following normalization, clustering and seriation, data were visualized as heat-maps using the PermutMatrix software (http://www.lirmm.fr/∼caraux/Permut Matrix/) (Caraux & Pinloche, 2005). The following data treatment options were used: Euclidian distance of dissimilarity, McQuitty's method of hierarchical clustering and multiple fragment heuristic seriation rule.

### GSEA analysis

GSEA is a computational method that determines whether an a priori defined set of genes shows statistically significant, concordant differences between two biological states (Subramanian et al, 2005). Analysis was performed using GSEA v2.07 software against the c2 gene sets from the Broad Institute Molecular Signature Database (http://www.broadinstitute.org/gsea/msigdb/). A detailed description of GSEA methodology and interpretation is provided online (http://www.broadinstitute.org/gsea/doc/GSEAUserGui-deFrame.html). In brief, the normalized enrichment score (NES) provides ‘the degree to which a gene set is overrepresented at the top or bottom of a ranked list of genes’. The false discovery rate *q*-value (FPREFIXDR > *q*-val) is ‘the estimated probability that a gene set with a given NES represents a false positive finding’.

### Immunoblot

Protein lysates were resolved by SDS-PAGE and transferred onto nitrocellulose membranes for blotting with anti-CYCLON, anti-MYC or anti-H3 antibodies. After treatment with blocking solution (1× PBS, 8% skimmed milk, 0.1% Tween 20), membranes were incubated with primary antibody (CYCLON, 0.2 µg/mL, MYC, 0.5 µg/mL, H3 0.1 µg/mL in PBS 3% skimmed milk 0.1% Tween 20), washed and incubated with anti-rabbit or mouse IgG-HRP (Thermo Fisher Scientific) before incubation in ECL SuperSignal West Pico Chemiluminescent Substrate (Thermo Fisher Scientific). Images were captured using a ChemiDoc XRS+ imager system (Biorad) or autoradiography films.

### CD20 surface expression analysis

Membrane CD20 expression was determined by direct fluorescence. Briefly, 5 × 10^5^ cells/mL were incubated for 20 min at 4 °C with FITC-conjugated, anti-CD20 monoclonal antibody (clone 2H7, Ozyme). Immunostained cells were analyzed by flow cytometry (LSRII, BD). Non-specific staining was determined using an FITC-conjugated control IgG (IgG2bκ, clone MG2b-57, Ozyme). Percentages of positive cells and mean fluorescence intensities (MFI) were recorded and analyzed with FCS express software.

### Gene silencing

Non-targeting or CYCLON targeting short hairpin (sh) RNA sequences were designed using the DSIR algorithm (http://biodev.cea.fr/DSIR/DSIR.html) (Vert et al, 2006). Sequences provided in Table S5, were cloned into the pLKO-1 lentiviral vector (Addgene) and packaged, as described (Levy et al, 2010). pLKO-1 expressing MYC targeting shRNA sequences A and B were a gift from Dr Alessio Zippo (Zippo et al, 2007). Cells were transduced with lentiviral particles at an MOI (multiplicity of infection) of 10. Stable cell lines were established under puromycin selection (1 µg/mL). Knockdown efficiency was assessed by western blotting and RT-qPCR.

### Evaluation of Rituximab sensitivity

A total of 5 × 10^5^ cells were treated with Rituximab (Roche) or control IgG (Herceptin, Roche): 24 h with a dose of 10 µg/mL for direct killing assays and 1 h with a dose of 1 µg/mL in presence of 20% human serum as a source of complement, for CDC assays. Cell viability was evaluated by Annexin V/propidium iodide (PI) double staining (Beckman Coulter) or PI staining, followed by flow cytometry analysis (LSRII, BD). Specific cell death was calculated as (% of cell death with Rituximab − % cell death with Herceptin)/(1 − % cell death with Herceptin).

### Xenotransplantation assay

All animal experiments were conducted in agreement with the Principles of Laboratory Animal Care (National Institutes of Health publication no. 86-23, revised 1985) and approved by the regional ethics committee. Raji cells (5.10^6^) were injected subcutaneously into the flanks of 6–8 week-old SCID mice (Charles River), as described (Chao et al, 2010). For follow-up of tumour engraftment and growth, 12 mice each were injected into the right and left flanks, respectively, with either shCtrl or shCYCLON-transduced Raji cells expressing luciferase. For Rituximab treatment and survival analysis, 24 mice were injected into the right flank, with either shCtrl or shCYCLON-transduced Raji cells expressing luciferase. When tumours were palpable (∼0.5 mm^3^), mice were given daily intraperitoneal injections of 200 µg Rituximab or control IgG (Non Swiss Albino Mouse IgG, Innovative research). Tumour volume was measured every 2 days and calculated using the formula *l*^2^ × *L* × 0.52 (*n* = 6 for each group). Bioluminescence imaging was performed weekly, under inhaled anaesthesia (3% isoflurane), administered through a nose cone. Mice then received an intraperitoneal injection of D-luciferin potassium salt dissolved in sterile phosphate-buffered serum (150 mg/kg) 10 min before imaging (ORCAII-BT-512G, Hamamatsu Photonics), as described previously (Jin et al, 2006). Semi-quantitative data were obtained from the bioluminescence images by drawing regions of interest on the area to be quantified. Results were expressed as the number of relative light units (RLU) per pixel per second.

### Cell death assays

Cell death assays were undertaken using JQ1 (dose and time as indicated) and for 24 h with 20 nM etoposide or 1 µg/mL 7C11 antibody to engage FAS receptor death signalling, as described (Lajmanovich et al, 2009). Cell viability was evaluated by AnnexinV/IP (Beckman Coulter) or IP staining and flow cytometry analysis (LSIIR, BD). Specific cell death was calculated as (% of drug-induced cell death − % control cell death)/(1 − % control cell death) as described (Lajmanovich et al, 2009).

### Statistics

Excel® 2010 (Microsoft) and J.M.P.® 10.0.0 (SAS Institute) software were used for graphical representations and to perform statistical analysis across all experiments and for survival analysis. For the latter, CYCLON values at diagnosis were defined as high (above 3rd quartile) or low (below 1st quartile) and Kaplan–Meier survival curves and the log-rank test used to estimate overall survival. Survival analysis in lymphoma xenograft experiments was performed by the Kaplan–Meier method and the *p*-value calculated by log-rank test.

The Wilcoxon non-parametric method or the two-sided Student t test were used for statistical analysis in gene expression and cell death analyses and in *in vivo* tumour growth and Rituximab response assays to assess statistical significance. Histograms represent the average for each group and errors bars represent standard error of the mean.

B-cell non-Hodgkin lymphoma (B-NHL) comprises a complex spectrum of lymphoid cancers that manifest heterogeneous clinical outcomes to standardized therapies tailored to well-defined subtypes. A significant advance in treatment of aggressive B-NHL has been achieved with anti-CD20 monoclonal antibodies (Rituximab) both in combination with chemotherapy or alone as a maintenance treatment. However, a proportion of patients fail to respond to, or more commonly relapse, after receiving Rituximab-containing therapy. The cellular and molecular mechanisms underlying these events are not well characterized and treatment strategies to override treatment resistance events are lacking.

RESULTS:

To discover new factors involved in tumour progression and treatment resistance in aggressive lymphoma, we developed a transcriptome-driven proteomics approach focused on the identification of illegitimately activated factors, termed here ‘off-context’, that are involved in oncogenic signalling and treatment resistance in high risk B-cell lymphoma. Using this strategy, we identified the nuclear factor CYCLON, which has not been previously connected to cancer, as a novel transcriptional regulator of the mature B-cell development program that autonomously drives tumour growth and resistance to monoclonal antibody therapy in B-cell NHL. Strikingly, CYCLON activity can be targeted through BET bromodomain inhibition downstream of MYC.

IMPACT:

This work provides new biological insights into disease progression and treatment resistance in aggressive lymphoid cancers and provides proof of principle that systematic searches for ‘off-context’ gene expression events is a powerful approach for discovering new oncogenic and treatment resistance mechanisms in cancer.

## Author contributions

AE designed study, performed experiments, analyzed data and co-wrote the manuscript. SR designed study, analyzed transcriptomic and public clinical data and co-wrote the manuscript. JBC designed and performed Rituximab sensitivity assays and flow cytometry analyses. CR designed and performed animal studies. SD designed and performed shRNA cloning. SH, PB performed lentiviral transductions and flow cytometry analyses. AD, FC analyzed transcriptomic and public clinical data. DL analyzed data. BB analyzed proteomics data. SKJ performed mass spectrometry analyses. EF performed JQ1 synthesis. CEM designed JQ1 synthesis. CP designed study. CB, JG, MF designed proteomic analyses. RG analyzed clinical data. MBC and SK conceived and designed the study, analyzed data and wrote the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

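Messenger RNA of Raji BL cells was measured by the authors on 12 HG U133 Plus 2.0 arrays, with 4 arrays of non-transduced cells, 4 of shCtrl cells and 4 of shCYCLON cells. Labelled RNA was prepared with the GeneChip IVT express kit, the arrays were read with GCOS 1.2 and the signals were normalized with RMA, as the methods state. The values used here are those of the deposited table, on the log2 scale. They were not normalized again, except in the alternatives that say so. Array medians lay between 4.82 and 4.89, and correlations between arrays, taken across probe sets, between 0.991 and 0.998. No array had the same values as another. The number of arrays limits the precision.

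The table holds 54675 probe sets, of which 62 array controls were left out of the tests. Of the 54613 probe sets tested, 41091 carry 1 gene symbol, 1801 carry several and 11721 carry none, and 41037 matched a current RefSeq gene through its identifier. Probe sets with several symbols were tested but name no gene. For each of 19775 genes, the probe set with the highest mean over all 12 arrays represented the gene, and this is called its brightest probe set. Some genes that the paper names are not analysed here.

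There were 3 comparisons, shCYCLON with shCtrl, shCtrl with non-transduced and shCYCLON with non-transduced cells, and the last 2 are not in the paper. Each used limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided) on the arrays of the groups compared, with Benjamini-Hochberg adjustment over all probe sets tested. The threshold was the one the paper states, an adjusted p under 0.05 and a fold change of at least 1.2. All p-values given as adjusted come from this limma model unless another test is named. The paper gives, in its results, an unpaired test with Benjamini-Hochberg correction, which was run as an alternative and is called the methods' t-test here. Differences in a single gene or in the mean of a list were also tested with an exact two-sided permutation test of the 4 arrays against 4.

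In all, 24 gene lists were used. Of these, 21 were tested with camera, with a preset correlation between genes of 0.01 and adjustment over the 21 lists, on 1 brightest probe set per gene. Camera with a correlation estimated from the arrays and fry were run beside it. The signatures that the study used are not used here, so the lists are textbook lists. The 3 others, the genes the paper names and both lists printed in Fig 4E, were only tallied. The comparisons, thresholds, gene lists and 22 alternatives for the comparison of shCYCLON with shCtrl were set before the data were examined. The heat maps of Fig 4, which show gene names without values, had been seen by then. The alternatives cover the test, the moderation and weighting of variances, dim and cross-hybridizing probe sets, scaling, the use of all 12 arrays, the replicate number as a block, the summary of several probe sets, the fold minimum and leaving out each array. The 2 alternatives added later, leaving out all replicate 1 arrays and using the 3' minus 5' difference of the ACTB control as a covariate, were chosen after seeing the data.

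The genes named in the text follow a rule set in advance. It takes CCDC86 and the genes the paper names, the called genes with the largest changes whose groups do not overlap, and called members of each list, all through the brightest probe set. Genes that fall outside this rule are marked as named after their values were seen.

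The procedure was tested on simulated data. Arrays for each group were drawn at random from the mean and the spread of each probe set in shCYCLON and shCtrl cells, and 200 of the 54613 probe sets were changed. At a log2 change of 0.5, limma recovered 53% of them, at 1 it recovered 93.5% and at 0.3 it recovered 0%, with 0 of them in the wrong direction and 0 to 14 calls of unchanged probe sets. The methods' test with correction recovered 22.5% at 0.5 and 77% at 1. A list with a shift was found by camera, and 0 of 19 lists left without one were called, in data drawn without correlation between genes. Tables were prepared with Python 3.11.15 and pandas 2.3.3, and plots with matplotlib 3.10.9.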

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

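The tests of whether the shCtrl arrays stand apart, the comparison without the replicate 1 arrays, the ACTB covariate, the test of the phe and thr controls and the tests on shCtrl and on non-transduced arrays left out of the choice of probe sets were chosen after related results had been seen.

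In 75 groups of 4 arrays, for the means of 21 gene lists, CCDC86, MYC and the 3' minus 5' differences of the ACTB and GAPDH controls, 1 array lay far from the other 3 in 9 groups, where chance gives about 1 in 20. All 9 were means of a gene list, and in all 9 it was the replicate 1 array. In non-transduced cells, replicate 1 had a mean log2 signal of 8.71 for the apoptosis list (8.86 to 8.87 on the others), of 8.57 for the p53 target list (8.61 on the others) and of 6.05 for the replication-dependent histones (5.89 to 5.91). In shCtrl cells, replicate 1 had 3.91 for the cancer-testis antigens (3.83 to 3.84), 10.19 for cholesterol synthesis (9.92 to 9.93), 9.84 for glycolysis and hypoxia (9.45 to 9.49), 8.04 for the interferon response (8.61 to 8.68) and 9.49 for transcripts with detained introns (9.73 to 9.75). In shCYCLON cells, replicate 1 had 4.07 for the list of monocytes and macrophages (4.10 to 4.11). The first principal component, with 30.4% of the variance, placed the replicate 1 arrays at -37.4 (non-transduced), -44.0 (shCtrl) and -18.9 (shCYCLON). Neither the labels nor the paper's text name a batch, and no biological explanation was tested.

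The comparisons with non-transduced cells are not in the paper, and the interferon response list was higher in both transduced groups. Its mean log2 change was 0.29 in shCtrl cells (camera adjusted p = 6.41e-11, 36 of 39 genes higher) and 0.19 in shCYCLON cells (camera adjusted p = 1.75e-10, 32 of 39 genes higher). With an estimated correlation the p was 0.134 and 0.110, and the exact permutation test gave p = 0.114 for each. In 35 splits of the arrays, 4 gave a change as large in each comparison, the highest of the others reaching 0.430 and 0.284 with both replicate 1 arrays on one side, so chance cannot be excluded by these splits. Without the replicate 1 arrays the changes were 0.37 and 0.21. Replicates 2 to 4 were at 8.26 to 8.33 in non-transduced, 8.61 to 8.68 in shCtrl and 8.45 to 8.55 in shCYCLON cells. Replicate 1 was at 8.00, 8.04 and 8.14. Both transduced groups were thus higher for each number, which the splits ignore, though the labels do not say that the numbers pair the samples. With the replicate number as a block, camera at the preset correlation gave adjusted p-values of 5.43e-20 for shCtrl and 6.00e-18 for shCYCLON. The p-values with an estimated correlation had no block. With each single array left out in turn, the changes ranged from 0.22 to 0.44 for shCtrl and from 0.12 to 0.28 for shCYCLON. Between shCYCLON and non-transduced cells, 22 probe sets were higher and 0 lower with limma (2558 higher and 2391 lower at an unadjusted p under 0.05, 0 higher and 0 lower with the methods' t-test and correction). Here 1 of 35 splits, the real one, gave as many, and the highest of the others gave 0. This is the smallest share the splits allow, so chance between these arrays is unlikely but not excluded. Between shCtrl and non-transduced cells, 0 probe sets were called with limma in the real split (3273 at an unadjusted p under 0.05, 0 with the methods' t-test and correction) and 0 in the highest of the others, so all 35 splits gave as many, which with a real count of 0 decides nothing.

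Of the 37 probe sets higher in shCYCLON than in shCtrl cells, 34 belong to a gene with several probe sets, and 33 of these were not its brightest, as are 66.9% of all probe sets of such genes. For the 39 probe sets called in both directions, 1 of 35 splits, the real one, gave as many and the highest of the others gave 0. As the splits allow no smaller share, chance between these arrays is unlikely but not excluded. Arrays of shCtrl cells that stand apart are argued against by the non-transduced mean, which was nearer to shCtrl for 35 of the 37. Labelled RNA that reached further 5' was tested with the ACTB control. Its 3' minus 5' difference was 0.62 ± 0.07 (SD) in shCYCLON and 0.95 ± 0.18 (SD) in shCtrl arrays. Its slope within groups gave -5.12% of the mean change (95% interval -26.0 to 15.7). This decides nothing, since the probe sets were chosen for a small spread on these arrays. Over the 4 non-transduced arrays, which had no part in the choice, the slope gave -27.7% (-163 to 108). For the 37, labelled RNA that reached further 5' thus cannot be told apart from an effect of the knockdown. For the 22 probe sets higher than in non-transduced cells, the 4 shCtrl arrays, left out of that choice, gave -3.21% (-5.85 to -0.579). These values go against it for the 22, but they rest on 4 arrays and 1 control, so it stays open there too. With the ACTB covariate, 2 probe sets were called higher than in non-transduced cells. Longer products of amplification and labelling cannot be told apart from an effect of the knockdown. The mean 3' minus 5' difference of phe and thr was lower by a margin within its spread (-0.144, exact permutation test, p = 0.143). All 6 controls had a lower mean in shCYCLON than in shCtrl arrays. The differences were -0.06 (phe), -0.23 (thr), -0.42 (dap), -0.27 (lys), -0.10 (bioB) and -0.03 (cre). Of these, dap was the 1 whose shCYCLON arrays all lay below all shCtrl arrays (exact p = 0.0286). Adjusted over 7 tests, that of the phe and thr mean included, the p of dap was 0.2. A change of transcript forms after CYCLON knockdown is a biological explanation the design gives, and it stays open and untested. Other differences of the shCYCLON cells from both control groups were not tested either.

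All 45 genes of the mitosis and proliferation list were lower in shCYCLON than in shCtrl cells. The size of their mean change was 0.187 in the real split and 0.183 in the highest of the others. Thus 1 of 35 splits gave a change as large, the smallest share the splits allow. For this list alone, chance between these arrays is unlikely by a small margin but not excluded. Nor can chance be excluded over the 21 lists (exact permutation test, adjusted p = 0.15). Without the replicate 1 arrays the mean change was -0.143, which keeps 76.2% of it, but its standard error of 0.0661 leaves open how much of the change rests on these arrays (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Against non-transduced cells the mean change was -0.130 (exact permutation test, p = 0.257), and as it was -0.039 without the replicate 1 arrays, shCtrl arrays that stand apart cannot be told apart from an effect of the knockdown. The genes of the list move together from array to array, with an estimated correlation of 0.652, and with the ACTB covariate the mean change went from -0.187 (standard error 0.073) to -0.026 (0.10), which leaves open how much of it goes with that control, as the control itself differs between the groups. A smaller share of dividing cells after CYCLON knockdown is a biological explanation the design gives, and it stays open and untested. For this list too, other differences of the shCYCLON cells were not tested.

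Among the other lists called in shCYCLON compared to shCtrl cells, chance is unlikely but not excluded for the MYC targets, taken alone. There 1 of 35 splits, the smallest share possible, gave a mean change as large as the real 0.0809. The highest of the others gave 0.0748. Over the 21 lists the exact permutation test gave an adjusted p of 0.15. The lists of plasma cells and of monocytes and macrophages reached the same exact p as the MYC targets. With the estimated correlation camera gave the MYC targets a p of 0.122. Chance cannot be excluded by these splits for the CD40 and NF-kB list, where 3 splits gave a change as large as the real 0.101, with the highest of the others at 0.121. Nor can it be by these splits for cholesterol synthesis, where 7 gave a change as large as the real 0.123. The highest of the others was at 0.199. The splits ignore the replicate numbers, though the labels do not say that these pair the samples. For replicates 1 to 4, cholesterol synthesis was at 10.19, 9.93, 9.93 and 9.92 in shCtrl arrays. The shCYCLON arrays, at 10.30, 10.09, 10.03 and 10.03, were higher for each number. With the replicate number as a block, camera at the preset correlation gave cholesterol synthesis an adjusted p of 1.94e-07. With the estimated correlation and no block, its p was 0.237. For CD40 and NF-kB the shCtrl arrays were at 8.60, 8.74, 8.79 and 8.66. The shCYCLON arrays, at 8.75, 8.85, 8.82 and 8.79, were also higher for each number. Camera with the block and the preset correlation gave CD40 and NF-kB an adjusted p of 3.64e-08. With the estimated correlation and no block, its p was 0.0889. In the highest of the other splits for CD40 and NF-kB and for cholesterol synthesis, both replicate 1 arrays were on one side, so these splits carry the distance of replicate 1 as well, and without the replicate 1 arrays the changes were 0.084 and 0.13.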

How the results depend on the processing

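Leaving out all replicate 1 arrays and the ACTB covariate were chosen after seeing the data, and the other alternatives were not.

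Under every alternative that called any probe set in shCYCLON compared to shCtrl cells, more were higher than lower by probe set, but the counts moved. Main values were 37 higher and 2 lower probe sets and 3 genes by the brightest probe set, and against non-transduced cells 22 higher, 0 lower and 2 genes. With the methods' t-test and correction, 1 probe set was higher, 0 were lower and 0 genes were called, against 0 probe sets and 0 genes in shCYCLON compared to non-transduced cells. At an uncorrected p it gave 979 higher, 450 lower and 340 genes; 359, 502 and 302 between shCtrl and non-transduced cells; and 934, 403 and 256 between shCYCLON and non-transduced cells. The test with unequal variances (Welch t-test) called 0 probe sets and 0 genes in all 3 comparisons (4981 probe sets at an unadjusted p under 0.05 in the first). Trend and robust moderation gave 175 higher, 38 lower and 39 genes (15 higher and 24 lower, so the direction turned by the brightest probe set, as with the uncorrected p, 153 and 187), and 79, 4 and 9 against non-transduced cells. Array weights gave 81, 5 and 6 genes, and 74 higher and 5 genes against non-transduced cells. All 12 arrays in 1 fit gave 1 lower probe set and 5 genes, and 46 higher, 2 lower and 5 genes against non-transduced cells. Without x_at and s_at probe sets, 11 were higher and 1 lower with 7 genes, and 5 were higher against non-transduced cells, with fewer probe sets tested. A second quantile normalization and a fold of at least 1.5 left 1 lower probe set each. Against non-transduced cells, the fold of at least 1.5 left 1 gene, the probe sets at or above the median signal 0 and the average of all probe sets of a gene 4. Without all replicate 1 arrays, counts against shCtrl kept within 1.5 times, 10 probe sets were higher and 0 genes called between shCYCLON and non-transduced cells, and 1 higher, 4 lower and 4 genes appeared between shCtrl and non-transduced cells. Median centring and no fold minimum kept every count within 1.5 times. Apart from the tests named and smaller sets of probe sets, the cause was not tested.

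The replicate numbers were not taken to pair the samples, as the labels name nothing shared and not every correlation of deviations from the group means was over 0.1. For replicates 1 to 4 these were 0.509, 0.213, 0.293 and 0.0306 in shCYCLON and shCtrl cells, 0.412, 0.191, 0.133 and 0.0912 in shCtrl and non-transduced cells, and 0.391, 0.204, 0.110 and 0.0495 in shCYCLON and non-transduced cells. In each comparison 3 of 4 arrays matched best with their own number, a hint that some numbers share more than a label. The replicate block gave 89 higher, 1 lower and 7 genes against shCtrl, 67 higher and 5 genes against non-transduced cells, and against shCtrl camera then also called interferon (-0.095, adjusted p = 0.00827), glycolysis and hypoxia (adjusted p = 4.42e-04, against 0.066 without the block) and transcripts with detained introns (adjusted p = 0.0382, against 0.066). Cholesterol synthesis kept its call with an adjusted p of 1.94e-07. All these list calls used the preset correlation. With the estimated correlation and no block, p was 0.773 for interferon and 0.520 for glycolysis and hypoxia. It was 0.508 for transcripts with detained introns and 0.237 for cholesterol synthesis.

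In the leave-one-out comparisons of shCYCLON with shCtrl, 4 to 34 probe sets were higher, 0 to 2 lower and 0 to 2 genes called. All but the one without shCtrl replicate 1 (34 higher) fell to 10 or fewer, with 4 without shCtrl replicate 4, whereas 37 were higher without all replicate 1 arrays. Against non-transduced cells shCYCLON had 5 to 31 higher and 0 to 2 genes. Between shCtrl and non-transduced cells, 0 to 1 were higher, 0 to 2 lower and 0 to 2 genes called, all from the one without shCtrl replicate 1. The cause was not tested.

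CCDC86 kept its direction in every alternative. It was past the threshold except with the methods' t-test (-0.63, adjusted p = 0.120), with unequal variances (-0.63, adjusted p = 0.356), with the ACTB covariate and in 6 of 8 leave-one-outs (-0.68 to -0.59), at adjusted p-values of 7.15e-04 to 0.838 over all alternatives with a correction. MYC passed in none.

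No list called by camera was called with the estimated correlation or with fry in the 3 comparisons, and fry tests a list against no change and not against the other genes. In shCYCLON compared to shCtrl cells the calls were mitosis (-0.19, adjusted p = 0.703 and 0.290), CD40 and NF-kB (0.10, 0.703 and 0.303), MYC targets (-0.081, 0.703 and 0.140) and cholesterol synthesis (0.12, 0.703 and 0.486). Against non-transduced cells they included mitosis (0.06, 0.821 and 0.788) and interferon (0.29, 0.637 and 0.471) for shCtrl, and mitosis (-0.13, 0.800 and 0.719) and interferon (0.19, 0.577 and 0.555) for shCYCLON. The mitosis list between shCtrl and non-transduced cells, 0.057 with an adjusted p of 0.0299, also lost its call with the average of probe sets (0.040), the probe sets or genes at or above the median signal (0.057 each), a second quantile normalization (0.033) and no x_at or s_at probe sets (0.051), and ranged from 0.0029 without shCtrl replicate 1 to 0.16 in leave-one-outs. Between shCYCLON and non-transduced cells it lost its call with array weights (-0.061), without all replicate 1 arrays (-0.039) and without non-transduced replicate 1 (-0.029, range -0.18 to -0.029). The interferon list in shCYCLON compared to shCtrl cells, -0.10 with an adjusted p of 0.355, was called with array weights (-0.14, adjusted p = 0.0124), without all replicate 1 arrays (-0.16, adjusted p = 1.65e-09) and without shCtrl replicate 1 (-0.25), with a leave-one-out range of -0.25 to -0.0074. Besides the replicates left out, the cause was not tested. The lists of mitosis, CD40 and NF-kB, MYC targets and cholesterol synthesis kept direction and call against shCtrl in the other alternatives run on lists, apart from the ACTB covariate for mitosis and for CD40 and NF-kB.

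With the ACTB covariate, 0 probe sets were higher, 0 lower and 0 genes called against shCtrl, and 2 higher and 0 genes against non-transduced cells. The covariate correlates with the group (-0.807), so the calls ended mainly through larger standard errors. CCDC86 went from -0.63 (standard error 0.07) to -0.60 (standard error 0.12, adjusted p = 0.838). The 37 probe sets went from a median of 0.74 (median standard error 0.09) to 0.72 (0.13), each keeping 53.8% to 143% of its change. For lists the changes themselves moved. Against shCtrl, mitosis went to -0.026 (adjusted p = 0.761) and CD40 and NF-kB to -0.015 (adjusted p = 0.920). Interferon went from -0.095 (standard error 0.18) to -0.42 (0.28), then called by camera with the preset correlation (adjusted p = 6e-10). Its estimated correlation was 0.581, with p = 0.773 without the covariate. MYC targets and cholesterol synthesis kept their calls, but their changes moved too. MYC targets went from -0.081 (standard error 0.021) to -0.11 (0.037). Cholesterol synthesis went from 0.12 (standard error 0.090) to 0.27 (0.15). Against non-transduced cells, mitosis went to -0.0094 for shCtrl and to 0.00033 for shCYCLON, and interferon to 0.024 for shCYCLON.

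For the single genes and probe sets named, 1370 values under alternatives kept direction and side of the threshold, 391 lost the call, 12 gained it and 42 changed sign, none of the last past a threshold. The ACTB covariate gave NFKB2 -0.044, CD40 -0.027, NFKBIA -0.11, IL6ST -0.044, JAK1 0.026, PIK3R1 0.086, NUMA1 0.052 and, on its lowest-p probe set, -0.011, and STMN2 -0.21 and, on its lowest-p probe set, 0.12. Array weights gave PIK3R1 0.0030, BRD2 -0.0054 and STMN2 0.015 on its lowest-p probe set. The average of probe sets gave JAK1 0.18, PIK3R1 0.23, MAPK8 0.15, BRD2 -0.036, NUMA1 0.056 and STMN2 -0.0062. Median centring gave BRD2 -0.011 and BRD3 -0.0058, and quantile normalization PIK3R1 0.0053. Without all replicate 1 arrays, IL6ST had -0.011, BRD2 -0.016, BRD3 -0.018, and STMN2 -0.029 and, on its lowest-p probe set, 0.060. Leave-one-outs ranged for BRD2 from -0.036 to 0.054, BRD3 from -0.060 to 0.051, IL6ST from -0.052 to 0.11, NUMA1 from -0.063 to 0.0044, PIK3R1 from -0.049 to 0.021, POU2F2 from -0.091 to 0.0069, and STMN2 from -0.028 to 0.15 and, on its lowest-p probe set, from -0.14 to 0.042. The cause was not tested.

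Signals near the background hide differences. The median called-higher probe set had a mean signal of 6.83, while TNFAIP2, MAGEA1, MAGEA6, GAGE1, HAMP and PWAR5 lay below the lowest array median, 4.82, in every group, and the called probe set of MED18 in shCtrl and non-transduced cells.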

Differences from the paper's values

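The tests in this part follow choices made in advance, with these exceptions. Leaving out all replicate 1 arrays and the ACTB covariate were chosen after seeing the data. Counts at an unadjusted p with limma or with unequal variances are not among the 22 alternatives set in advance.

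The paper reports 1204 differentially expressed genes, 842 up-regulated and 362 down-regulated, at a corrected p under 0.05 and a fold change of at least 1.2. At these thresholds limma gave 3 genes by the brightest probe set (2 up-regulated, 1 down-regulated), 34 by any probe set (33 and 1) and 39 probe sets (37 and 2). The methods' t-test with Benjamini-Hochberg correction gave 0, 1 and 1. Of the 22 alternatives set before the data were examined, the methods' t-test at an uncorrected p was within 1.5 times the paper's values. It gave 1076 genes by any probe set (737 up-regulated, 349 down-regulated) and 1429 probe sets (979 and 450), but not by the brightest probe set, with 340 genes (153 and 187). At the same uncorrected p and fold, the test with unequal variances gave 968 genes by any probe set (670 and 306) and 1274 probe sets (879 and 395), and limma 1404 genes by any probe set (965 and 464), also within 1.5 times, but 1931 probe sets, which is outside it. The threshold of all 3 differs from the corrected p that the paper states, and the methods' t-test called 861 probe sets at it between shCtrl and non-transduced cells. Of the other 21, the average of all probe sets of a gene has no such counts (3 genes), and the 20 that have them gave 0 to 184 genes by any probe set and 0 to 213 probe sets, which differ from the paper's values. Neither alternative added later came within 1.5 times, with 30 and 0 genes by any probe set.

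The paper reports more up-regulated than down-regulated genes, and so did probe sets (37 and 2). At an unadjusted p under 0.05 and the same fold, probe sets were 1323 higher and 608 lower, whereas genes by the brightest probe set were 215 higher and 239 lower.

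Fig 4E prints 70 commonly up-regulated genes. Of the 67 measured, 35 were higher and 32 lower by the brightest probe set, and 57 had some probe set that was higher at an unadjusted p under 0.05 and the fold minimum. Of the commonly down-regulated genes, 13 of the 13 measured were lower, CCDC86 past the thresholds. The paper names IL6ST, JAK1, PIK3R1 and JNK1 (MAPK8) as up-regulated. Their brightest probe sets changed by 0.03, -0.06, -0.01 and -0.08, while their probe sets with the lowest p changed by 0.30, 0.48, 0.41 and 0.37 and passed with the methods' t-test at an uncorrected p. The paper names POU2F2 and ZBTB2 as down-regulated. POU2F2 changed by -0.04 on its brightest probe set, and by -0.27 on the one with the lowest p, which passed at the uncorrected p. ZBTB2 changed by -0.34 without passing (adjusted p = 0.146). It passed at the uncorrected p and with trend and robust moderation (adjusted p = 0.0374), in a range of adjusted p of 0.0374 to 0.842 over its alternatives.

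The paper describes a proliferation signature with cancer testis antigens as down-regulated. GAGE1 was 0.11 higher, and MAGEA1 and MAGEA6 changed by -0.12 and -0.13, all below the median signal. CCNB1 changed by -0.41 and passed at the uncorrected p, with 45 of 45 mitosis genes lower.

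The paper describes MYC targets as down-regulated by JQ1 but not by CYCLON knockdown. In the textbook list, 40 of 44 MYC targets were lower in shCYCLON cells, by a mean of -0.08 on the log2 scale (camera adjusted p = 2.79e-04, but estimated correlation adjusted p = 0.703 and exact permutation adjusted p = 0.15), and by -0.04 against non-transduced cells (camera adjusted p = 0.197). MYC changed by -0.10.

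The paper names NFKB2, MEF2C, TNFAIP genes, CD40 and NFKBIA in an up-regulated CD40 signature, some of them among its top genes (Fig 4C). MEF2C passed on its dimmest probe set (0.86, adjusted p = 0.0271, rank 12) and not on its other probe sets. NFKB2 changed by 0.46 (adjusted p = 0.380, rank 2603) and passed in no alternative, at adjusted p-values of 0.0891 to 0.980. TNFAIP2 and CD40 changed by 0.30 and 0.31 and passed at the uncorrected p. TNFAIP3, TNFAIP8 and NFKBIA changed by 0.14, 0.21 and 0.18 and passed in none. The textbook CD40 and NF-kB list was higher for 40 of 51 genes. Its change turned to -0.015 with the ACTB covariate, which correlates with the group (-0.807). The list had 1 gene among the 50 lowest p over both directions, which is not the paper's ranking of up-regulated genes.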

Other observations

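The tests of the phe, thr and dap controls and the naming of probe sets outside the rule followed results already seen, and the other values of this part did not.

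In shCYCLON compared to non-transduced cells, HAMP and PWAR5 were called through their brightest probe set. HAMP rose from 3.75 ± 0.10 (SD) to 4.30 ± 0.06 (SD), by 0.55 on the log2 scale (adjusted p = 0.0349 from limma), and was at 4.23 ± 0.21 (SD) in shCtrl cells. PWAR5 rose from 4.09 ± 0.10 (SD) to 4.77 ± 0.16 (SD), by 0.68 (adjusted p = 0.0413), and its change against shCtrl cells, 0.69, had an adjusted p of 0.0503. All 4 shCYCLON arrays of each lay above all 4 non-transduced arrays. Both lie below the lowest array median, and both lost the call with the methods' t-test and correction. PWAR5 lost it in each of the 8 leave-one-outs, and HAMP in all but the one without non-transduced replicate 1.

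Of the 37 probe sets higher than in shCtrl cells, all 37 had a higher mean in shCYCLON than in non-transduced cells, and 11 were called in both comparisons. These share the shCYCLON arrays, and part of the overlap may come from that: independent lists would share 0.0149, but simulated unchanged arrays, and the shCYCLON arrays split between the comparisons, gave too few calls to set a value. Over all probe sets the covariance of the log2 changes was 0.00936, against 0.00649 in simulated unchanged arrays. With the real shCYCLON arrays split between the comparisons, it had a mean of 0.00483 (0.00322 to 0.00593). No shCYCLON array is shared in these splits, so sharing them does not give this value, and it is no chance level. The 37 probe sets had a mean log2 change of 0.79 against shCtrl and 0.70 against non-transduced cells, and the difference was not tested. On its called probe set MED18, named after its values were seen, had changes of 1.72 and 1.69, from levels in shCtrl and non-transduced cells below the lowest array median, which leaves their size uncertain. Of the 37, 56.8% end in s_at or x_at, compared with 28.4% of all probe sets tested. Their median signal was 6.83, and that of the brightest probe sets of the same genes was 9.47.

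In shCYCLON compared to shCtrl cells, cholesterol synthesis was called by camera, with 18 of 18 genes higher, a mean change of 0.12 and an adjusted p of 1.66e-04 (estimated correlation, p = 0.237). With each array left out in turn, the mean change of this list ranged from 0.062 to 0.19. With limma 0 of its genes were called, 0 when adjusted over the list alone, and 2 were higher at an unadjusted p under 0.05. Between shCtrl and non-transduced cells it changed by -0.14 (camera adjusted p = 4.72e-05, estimated correlation p = 0.167), and between shCYCLON and non-transduced cells by -0.017, with 8 genes higher and 10 lower (camera adjusted p = 0.836). Cancer-testis antigens and B-cell and germinal centre identity were among the lists that camera did not call in shCYCLON compared to shCtrl cells. These uncalled lists had camera adjusted p-values of 0.066 to 0.760. Of these, mean changes were 0.09 for glycolysis and hypoxia, 0.05 for transcripts with detained introns, 0.04 for the unfolded protein response, -0.05 for DNA replication, 0.03 for p53 targets, -0.06 for plasma cells and -0.10 for the interferon response. They were 0.0027 for apoptosis regulators, 0.0092 for complement regulators and CD20, 0.0052 for ribosomal proteins, -0.016 for oxidative phosphorylation and -0.034 for replication-dependent histones. The lists of other cell types had 0.0070 (T cells and NK cells), -0.031 (monocytes and macrophages) and 0.025 (epithelial, fibroblast and kidney cells).

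Between shCtrl and non-transduced cells, camera also called glycolysis and hypoxia (-0.12, adjusted p = 0.00687, estimated correlation p = 0.298), DNA replication (0.05, 0.0148, p = 0.394), MYC targets (0.04, 0.0233, p = 0.359), mitosis (0.06, 0.0299, p = 0.620) and T cells and NK cells (-0.08, 0.0439, p = 0.118). Between shCYCLON and non-transduced cells it also called mitosis (-0.13, adjusted p = 2.19e-05, estimated correlation p = 0.376), CD40 and NF-kB (0.07, 0.00704, p = 0.435) and apoptosis regulators (0.05, 0.0427, p = 0.109). The CD40 and apoptosis calls rest largely on non-transduced replicate 1. It was at 8.41 for CD40 and NF-kB, the other non-transduced arrays at 8.78 to 8.87 and shCYCLON arrays at 8.75 to 8.85. For apoptosis regulators these values were 8.71, 8.86 to 8.87 and 8.87 to 8.88.

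Of the other genes the paper names, 0 passed the thresholds in shCYCLON compared to shCtrl cells with limma. By the brightest probe set, BCL2 changed by 0.19 (adjusted p = 0.497), ABL1 by -0.06 (adjusted p = 0.812) and MACROH2A1, the paper's H2AFY, by 0.10 (adjusted p = 0.550). NUMA1 and STMN2 changed by -0.03 and 0.06.

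The 3' minus 5' difference of the GAPDH control was 0.43 ± 0.04 (SD) in shCYCLON and 0.45 ± 0.05 (SD) in shCtrl arrays (exact permutation test, p = 0.657). That of the ACTB control differed by -0.33 (exact permutation test, p = 0.0286, and 0.171 adjusted over the 15 tests of RNA quality), and non-transduced arrays had 0.82 ± 0.11 (SD).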
